# *Tm7sf2* Disruption Alters Radial Gene Positioning in Mouse Liver Leading to Metabolic Defects and Diabetes Characteristics

**DOI:** 10.3389/fcell.2020.592573

**Published:** 2020-11-23

**Authors:** Leonardo Gatticchi, Jose I. de las Heras, Aishwarya Sivakumar, Nikolaj Zuleger, Rita Roberti, Eric C. Schirmer

**Keywords:** nuclear envelope, Tm7sf2, NET47, genome organization, tissue specificity

## Abstract

Tissue-specific patterns of radial genome organization contribute to genome regulation and can be established by nuclear envelope proteins. Studies in this area often use cancer cell lines, and it is unclear how well such systems recapitulate genome organization of primary cells or animal tissues; so, we sought to investigate radial genome organization in primary liver tissue hepatocytes. Here, we have used a *NET47/Tm7sf2^–/–^* liver model to show that manipulating one of these nuclear membrane proteins is sufficient to alter tissue-specific gene positioning and expression. Dam-LaminB1 global profiling in primary liver cells shows that nearly all the genes under such positional regulation are related to/important for liver function. Interestingly, Tm7sf2 is a paralog of the HP1-binding nuclear membrane protein LBR that, like Tm7sf2, also has an enzymatic function in sterol reduction. *Fmo3* gene/locus radial mislocalization could be rescued with human wild-type, but not *TM7SF2* mutants lacking the sterol reductase function. One central pathway affected is the cholesterol synthesis pathway. Within this pathway, both *Cyp51* and *Msmo1* are under Tm7sf2 positional and expression regulation. Other consequences of the loss of Tm7sf2 included weight gain, insulin sensitivity, and reduced levels of active Akt kinase indicating additional pathways under its regulation, several of which are highlighted by mispositioning genes. This study emphasizes the importance for tissue-specific radial genome organization in tissue function and the value of studying genome organization in animal tissues and primary cells over cell lines.

## Introduction

Many gene loci important for tissue functions move away from the nuclear envelope (NE) as they become activated during differentiation (Kosak et al., 2002; Williams et al., 2006; Morey et al., 2008; Szczerbal et al., 2009), whereas other genes inhibitory to differentiation move from the interior to the NE as they are shut down (Peric-Hupkes et al., 2010; Robson et al., 2016). For example, the *Mash1* locus moves from the NE in neural progenitor cells to the nuclear interior during neuronal differentiation concomitant with its activation and loses silencing epigenetic marks in the process (Williams et al., 2006). In the opposite direction, *Nid1*, a gene needed for early stages of myotube fusion that later becomes inhibitory, moves to the NE during myogenesis and is shut down (Robson et al., 2016). Understanding the full impact of this additional level of regulation from radial repositioning has been impeded by the inability to specifically disrupt the positioning of endogenous genes and the virtual absence of animal models in this area of research. Nonetheless, its importance is underscored by links to human disease. For example, one study recapitulated a human developmental disorder in mice by genome deletions that disrupted the formation of local topological domains and the ability to establish long-scale enhancer–promoter interactions (Lupianez et al., 2015), whereas another found point mutations in previously unlinked Emery-Dreifuss muscular dystrophy patients occurring in muscle-specific NE transmembrane proteins (NETs) that block their function in establishing tissue-specific patterns of radial genome organization (Meinke et al., 2019).

We previously identified several tissue-specific NETs that direct tissue-specific patterns of radial genome organization (Korfali et al., 2010; Zuleger et al., 2013; Robson et al., 2016; de las Heras et al., 2017). This, for the first time, allowed knockdown of a single protein to disrupt just the subset of tissue-specific NE–genome interactions. For example, knockdown of muscle-specific NET39 prevented the normal repositioning to the NE during myogenesis of the *Nid1*, *Ptn*, *Msc*, *Vcam1*, and *Bdnf* genes as confirmed by fluorescence *in situ* hybridization (FISH) and dozens more as indicated by DamID, a technique used to identify chromatin positioned at the nuclear periphery (Vogel et al., 2007); moreover, repositioning was associated with partial de-repression compared with wild-type (WT) (Robson et al., 2016). At the same time, overexpression of this NET in myoblasts, where these genes are normally expressed and in the nuclear interior, resulted in their recruitment to the NE in the absence of myogenesis; however, unlike their disrupted repositioning to the periphery in myotubes, this altered positioning did not affect *Nid1* expression. This suggests that the full effects of changes in spatial genome organization require additional factors only present in the tissues where a particular pattern of genome organization is manifested. Accordingly, we were interested to test if genome organization changes and their functional consequences differed in actual animal tissues.

To do so, we turned to a mouse knockout (KO) of NET47/Tm7sf2 (Bennati et al., 2008). TM7SF2 is a NET that we previously demonstrated contributes to normal peripheral positioning of some chromosomes in human cells (Zuleger et al., 2013). TM7SF2’s ability to influence genome organization is consistent with its having a subcellular pool in the NE in several cell types, though it has a predominant pool in the endoplasmic reticulum (ER) in most cell types tested (Roberti et al., 2002; Schirmer et al., 2003; Malik et al., 2010; Korfali et al., 2012; Capell-Hattam et al., 2020). TM7SF2 is highly preferentially expressed in the liver among human tissues (Zuleger et al., 2013), and the mouse Tm7sf2 is > 40-fold higher than the median value for its expression in 96 mouse tissues with the next highest tissue, dorsal root ganglia, at just 13-fold^1^ (Wu et al., 2009). Accordingly, its function in genome organization is relatively specific to the liver. For example, human chromosome 5 is normally peripheral in liver cells; however, it is located in the nuclear interior of kidney cells where the expression of TM7SF2 is negligible (Zuleger et al., 2013). Similarly, knocking down TM7SF2 in a human liver cell line relocated the chromosome to the nuclear interior. Compellingly, TM7SF2 can also affect genome organization when exogenously expressed in the heterologous HT1080 cell line, and it preferentially affects the radial positioning and *de novo* expression of liver genes even though the cell line is derived from a fibroblast tumor (de las Heras et al., 2017). Interestingly, the liver-specific TM7SF2 yielded gene changes in the HT1080 fibroblasts mimicking some of the changes in gene expression that occur in hepatic differentiation, whereas muscle-specific NET39-induced HT1080 gene changes favored inhibition over activation of hepatic genes. These results together indicated that while the transcriptional and chromatin-repositioning changes induced by NETs require other factors for successful differentiation, NETs direct some of the differentiation-associated changes in the absence of differentiation, and even in completely unrelated cell types.

TM7SF2 is a paralog of the well-characterized NET lamin B-receptor (LBR) that has been linked to the human disorders Pelger-Huet anomaly (Hoffmann et al., 2002) and Greenberg skeletal dysplasia (Waterham et al., 2003). LBR has an important genome-organizing function from its ability to directly bind heterochromatin protein 1 (HP1) (Ye and Worman, 1996) and its interaction with generally repressive chromatin at the NE (Makatsori et al., 2004). The relevance of this function has been shown by combined knockdown of LBR and lamin A altering heterochromatin distribution in certain cell types (Solovei et al., 2013), potentially relevant in the context of the tendency for silenced chromatin to be at the NE (Pickersgill et al., 2006; Pindyurin et al., 2007). Although the mapped HP1-binding sites for LBR are in the N-terminal region that differs from that of Tm7sf2 (Ye et al., 1997), this does not discount the possibility of Tm7sf2 having different chromatin-binding partners. At the same time, both LBR and Tm7sf2 have 3beta-hydroxysterol Delta(14)-reductase activity (Silve et al., 1998; Bennati et al., 2006) that could potentially contribute indirectly to their genome organization effects and the LBR disease pathomechanism. Livers from the *Tm7sf2^–/–^* mice are morphologically indistinguishable from those of WT mice and do not show reduced cholesterol presumably due to the ability of LBR to suffice for this function (Bennati et al., 2008). However, the mice exhibit metabolic deficiencies resulting in the accumulation and delayed catabolism of hepatic triglycerides, and this with delayed cell cycle progression after hepatectomy contributes a persistent steatosis (Bartoli et al., 2016). Thus, there were many potential mechanisms by which Tm7sf2 might exert its effects, ranging from very specific gene interactions to affecting more generally the distribution of heterochromatin in these cells, or indirect effects from its sterol reductase functions. Interestingly, many genes in cell cycle pathways were altered in the KO animals, suggesting that a primary role in genome organization might underlie the cell proliferation defect (Bennati et al., 2008).

Here, we applied DamID in hepatocytes obtained from livers of WT and *Tm7sf2^–/–^* mice to globally identify genes at the NE. Though only a subset of repositioning genes exhibited corresponding changes in expression, nearly all those under this type of positional regulation were important genes for liver function. Such confirmed regulated genes included *Fmo3* and several others involved in xenobiotic metabolic processes, *Cyp51* and *Msmo1* and several other genes involved in cholesterol production and regulation, and the *Irs1/2* and other genes involved in insulin regulation. As Tm7sf2 also has an enzymatic function in sterol reduction, we tested for rescue with WT and enzymatically dead mutants, finding that the repositioning activity depends on its sterol reductase function. While this is a very functionally interesting result, it also has the negative effect of making more difficult to determine if a phenotype in the mouse is due to its sterol reductase function or its genome-organizing function. However, several defects in the KO mice including weight gain, insulin sensitivity, and a big drop in levels of active Akt kinase correlate with genes changing in position and so are likely due to genome organization defects.

## Materials and Methods

### Animal Phenotyping

*Tm7sf2^+/+^* (WT) and *Tm7sf2^–/–^* mice (Bennati et al., 2008) on a C57BL/6 background were maintained in a temperature-controlled room, under a 12 h light/12 h dark cycle, and given *ad libitum* access to food and water. All experimental procedures were approved by the Animal Care and Use Committee of Perugia University and the Italian Ministry of Health and carried out in accordance with the European Directive (2010/63/EU). Body weight and food intake assessments were performed in 1-year old WT and *Tm7sf2^–/–^* mice fed with a standard chow diet (Mucedola, 4RF21, 3.8 kcal/g, 18.5% calories from protein, 3% from fat, and 46% from carbohydrate).

### Insulin and Glucose Tolerance Tests

For insulin and glucose tolerance tests, mice were allowed to acclimatize to the procedural room for 1 h between 9 and 10 am, and tests were performed at 10 am. Animals were injected intraperitoneally with insulin (1 mU/g) or glucose (1 g/kg). A fixed dose of insulin and glucose was given to all mice in the study group based on the average weight of the group. Blood samples were collected by tail nick at 0, 15, 30, 60, and 120 min, and glucose excursion was measured using the Accu-Chek guide (Roche).

### Immunoblotting of Liver Homogenates and Membrane Fractions

Liver extracts were prepared by homogenization of liver tissues in 19 volumes of phosphate buffered saline (PBS) (w/v) containing phenylmethylsulfonyl fluoride (PMSF, 1 mM) and phosphatase inhibitors sodium fluoride (10 mM) and sodium orthovanadate (1 mM) by sonicating for 10 s 5 × on ice. Liver lysates were centrifuged for 1 min at 13,000 × *g*, and the supernatant was recovered for protein content assay and then denatured by boiling in the presence of Laemmli buffer. For total membrane fraction isolation, liver lysates were subjected to ultracentrifugation at 100,000 × *g* for 60 min. Total membrane pellets were resuspended in 0.25 M sucrose, 2 mM 2-mercaptoethanol, and 0.03 mM PMSF. Protein concentrations were measured by Bradford assay (Bio-Rad) using bovine serum albumin (BSA) as standard. Total liver extracts (60 μg) or membrane proteins (30 μg) were separated on sodium dodecyl sulfate (SDS)-polyacrylamide gels and transferred to nitrocellulose or polyvinylidene fluoride (PVDF) membranes, respectively, at 100 V for 90 min. Filters were probed with the following primary antibodies: p-Akt Ser^473^ (1:1,000, 9,271) and total Akt (1:1,000, 9,272) by Cell Signaling Technology; Gapdh (1:500, sc-32233) by Santa Cruz Biotechnology; Srebp-2 (1:1,000, ATCC^®^ CRL2545) was a kind gift from Prof. T. Osborne to Rita Roberti; Tm7sf2 (1:1,000) (Roberti et al., 2002), Hmgcr (1:500, 3,952), and Ldlr (1:1,000, 3,839) by BioVision; and horseradish peroxidase (HRP)-conjugated secondary antibodies (1:5,000, Bio-Rad). Chemiluminescence was visualized using the ECL reaction, and images were acquired by the ChemiDoc XRS+ imaging system. Densitometric analysis was performed using the Quantity One software (Bio-Rad).

### Lentivirus Construction and Generation

DamID lentiviral constructs were a gift from Bas van Steensel and are previously described (Vogel et al., 2007). For rescue experiments, Tm7sf2 with a C-terminal EGFP tag was cloned by moving the gene from pEGFP-N2 (Malik et al., 2010) into pRRLSIN.cPPT.PGK-GFP.WPRE lentiviral vector (Addgene #12252). *TM7SF2* point mutations were obtained from studies on C14SR homologs (Prakash and Kasbekar, 2002; Li et al., 2015) and generated in the lentiviral vector by site-directed mutagenesis. All lentiviruses were then generated from these constructs using standard techniques as previously described (Gatticchi et al., 2019).

### Isolation, Culture, and Lentiviral Transduction of Primary Mouse Hepatocytes

Primary hepatocytes were isolated from 12- to 16-week old WT and *Tm7sf2^–/–^* mice by a two-step collagenase perfusion method (Gatticchi et al., 2019). For transduction experiments, primary hepatocytes were cultured in collagen-coated 6-well plates with 0.8 ml serum-free William’s E medium supplemented with 2 mM L-glutamine, 100 U/ml penicillin, 0.1 mg/ml streptomycin, 100 nM dexamethasone, 100 nM insulin, and 40 ng/ml epidermal growth factor (EGF) and then after 4 h incubated for 24 h with 100 μl of lentiviral vectors encoding for Dam alone, Dam-LaminB1, or empty vector, all in the presence of a non-toxic dose of the transduction enhancing agent polybrene (6 μg/ml) in a 5% CO_2_/water-saturated incubator at 37°C. On the next day, the medium was discarded and renewed with fresh medium daily. After 60 h following transduction, cells were harvested for genomic DNA isolation. Cells were checked for mycoplasma contamination before use (Robson and Schirmer, 2016). In rescue experiments, *Tm7sf2*-KO primary hepatocytes were transduced for 24 h with lentiviral vectors encoding for WT TM7SF2 or mutants and either fixed with paraformaldehyde (PFA) (4% in PBS) 60 h after transduction for FISH analysis or taken at 48 or 72 h after transduction for RNA isolation.

### Microarray Analysis

Transcription data for livers from WT and *Tm7sf2^–/–^* mice were previously obtained using the Affymetrix MOE430 v2.0 platform (Bennati et al., 2008). We reanalyzed the data using the BioConductor package Limma (Ritchie et al., 2015) after applying quantile normalization. Differentially expressed transcripts were selected adjusting for a false discovery rate (FDR) of 5% and a fold-change cutoff of 1.4 (abs[log_2_(KO/WT)] = 0.5). For transcription factor (TFs) analysis only, we relaxed the parameters by omitting the fold-change cutoff. Raw and processed microarray data from the current analysis were deposited at NCBI GEO with ID GSE155762.

### DamID

DamID is a technique that can be used to identify chromatin at the nuclear periphery (Vogel et al., 2007). It uses a vertebrate LaminB1 protein, an abundant protein of the nuclear lamina, fused to a bacterial Dam methylase, which methylates adenosines found in a GATC tetranucleotide sequence context, a type of methylation not found in mammalian genomes. Dam-methylated sequences can then be selectively amplified by PCR and identified by DNA sequencing. For full details, see Gatticchi et al. (2019) and Robson and Schirmer (2016). Briefly, genomic DNA from hepatocytes transduced with Dam-LaminB1 or dam control was purified using a Qiagen DNeasy tissue lysis kit (Qiagen, 69504) as per the manufacturer’s instructions. DNA methylated by the dam methylase was then digested with *DpnI*, which cuts into the GATC sequence when methylated. Next, specific adaptors were ligated, and the DNA was subjected to digestion with *DpnII* that recognizes unmethylated GATC sequences. This digestion ensures that the only fragments that can be amplified using the specific adaptors are those flanked by methylated GATC motifs and lacking any internal unmethylated GATC. The DNA was then sequenced (Illumina HiSeq 2000, Beijing Genomics). Sequence reads were mapped to the mouse mm9 genome and the log_2_(Dam-LaminB1 / dam control) determined for all genomic *DpnI* fragments. Lamina-associated domains (LADs) were determined using the peak finder function in the BioConductor package DNAcopy (Seshan and Olshen, 2016) using the default parameters as described by Robson et al. (2017). Regions displaying differential nuclear lamina association between the WT and the KO hepatocytes were identified by subtraction of LADs. We indicate the direction of repositioning of these differential regions (DRs) naming them PI (indicating peripheral association in the WT that is lost, becoming more internal, in the KO) or IP (indicating regions that are recruited to the nuclear periphery in the KO). We then classified every gene according to how their radial position changes in the KO mouse liver. When a gene overlapped with an IP or a PI region, the genes were also referred to as IP or PI. Some genes overlap both PI and IP regions, and those were flagged with the name AMB for ambiguous. Genes that stayed at the NE were named PP, and genes that stayed internal were named II.

DamID data are available at NCBI GEO with ID GSE155762.

### Functional Analysis of Gene Sets

Functional analysis of gene sets was performed with the BioConductor package topGO (Alexa and Rahnenfuhrer, 2019) using Gene Ontology Biological Process categories. TFs and their targets were obtained from the TRRUST database version 2^2^. The list of genes differentially expressed at a FDR of 5%, without fold-change cutoff, was checked for TFs and their targets extracted. This information was used to identify what proportion of differentially expressed genes were likely a result of their upregulated TFs, and not the result of repositioning. Further search for genes with transcriptional regulation activity was performed using Gene Ontology (GO) data^3^, namely, GO categories: GO:0008134 (TF binding), GO:0005667 (TF complex), GO:0006355 (regulation of transcription, DNA-templated), GO:0003700 (DNA-binding TF activity), and GO:0003713 (transcription coactivator activity).

### RNA Isolation, PCR, and Quantitative RT-PCR

Total RNA isolation, cDNA synthesis, and quantitative real time-PCR (qRT-PCR) were performed as previously described (Gatticchi et al., 2017). The mRNA expression levels of target genes were normalized to *Hprt* expression. To test the expression of WT *TM7SF2* and mutants in rescue experiments, PCR was performed in a final volume of 20 μl with 25–50 ng of cDNA template and using JumpStart^TM^ REDTaq^®^ ReadyMix^TM^ (Sigma-Aldrich) according to the manufacturer’s instructions. The cycle program consisted of an initial denaturation step of 3 min at 95°C, then 26 cycles of 30 s at 95°C, 1 min at 60°C, and 30 s at 72°C, with a final extension step of 1 min at 72°C. PCR products were fractionated through 1.5% agarose gel stained with 1 μg/ml ethidium bromide, and images were acquired by a ChemiDoc XRS+ imaging system. Primers used for qRT-PCR are listed in Table 1.

**TABLE 1:** List of primers for qRT-PCR.

Gene	Forward primer	Reverse primer
*Mouse*		
*Abca1*	CCAGACGGAGCCGGAAGGGT	GTGCCCATGTCCTCGGGAGC
*Cyp51*	ACGCTGCCTGGCTATTGC	TTGATCTCTCGATGGGCTCTATC
*Fmo3*	GGAACTTGCACTTTGCCTTC	TAGGAGATTGGGCTTTGCAC
*Hmgcr*	TGCCTGGATGGGAAGGAGTA	GCCTCGAGTCATCCCATCTG
*Hprt*	GAGAGCGTTGGGCTTACCTC	ATCGCTAATCACGACGCTGG
*Irs1*	TCCAGAAGCAGCCAGAGGA	AGGATTTGCTGAGGTCATTTAGGT
*Irs2*	GCCTACACGCCTATCGCTAGA	CTCTTGGGCTCTGTGGGTAGA
*Lbr*	GTGCTCCTGAGTGCTTAC	GCCAATGAAGAAGTCGTAG
*Ldlr*	GGGAACATTTCGGGGTCTGT	AGTCTTCTGCTGCAACTCCG
*Msmo1*	ACCATACGTTTGCTGGAAACCATC	AGCGCCCGTATAAAAAGGAACCAA
*Nsdhl*	GACACATCTTAGCCGCTGAGCAC	CAGAAAGGGATTGGTTCATCGTT
*Srebp2*	CAAGCACACTGATTGAGAT	TGGGCACGATTTAAGAAGTA
*Vldlr*	GAGCCCCTGAAGGAATGCC	CCTATAACTAGGTCTTTGCAGATATGG
*Human*		
*TM7SF2*	TGGCTTCCAGTTGCTCTACG	TGAAGCCAAACCCGTCATGT

### Fluorescence *in situ* Hybridization

For immuno-FISH, cells were fixed in 4% PFA, then permeabilized in 0.5% Triton X-100, blocked with 4% BSA in phosphate buffered saline with Tween 20 (PBST), and incubated with primary antibodies at 37°C overnight and secondary antibodies for 45 min. After washing in PBST, cells were again fixed with 2% formaldehyde for 10 min to fix antibodies prior to denaturing FISH steps. Cells were pre-equilibrated in 2 × SSC and treated with RNase (100 μg/ml) at 37°C for 1 h. After washing in 2 × SSC, cells were dehydrated with a 70, 90, and 100% ethanol series. Slides were then submerged in pre-heated (80°C) 70% formamide/2 × SSC (pH 7.5) for 20 min, followed by another ethanol dehydration series. Slides were air dried and hybridized to genomic BAC/fosmid probes labeled with digoxigenin (Table 2). Hybridizations were incubated at 37°C overnight in a humid chamber and then washed in 2 × SSC at 45°C, followed by 0.1 × SSC at 60°C. Slides were then pre-equilibrated in 4 × SSC and 0.1% Tween-20 and blocked with BSA before incubating with fluorochrome-conjugated digoxigenin antibodies (Jackson ImmunoResearch Laboratories). DNA was visualized with 4,6-diamidino-2 phenylindole, dihydrochloride (DAPI), and coverslips were mounted in Fluoromount-G (EM Sciences).

**TABLE 2:** List of FISH probes and their mm9 genome build coordinates.

Gene	Probe name	Chr	Start	End
*Fmo3*	WI1-2752G17	chr1	164883441	164928036
*Irs1*	WI1-0392I10	chr1	82257681	82301126
*Irs1*	WI1-1588J17	chr1	82297669	82336033
*Vldlr*	WI1-0872C17	chr19	27304574	27344776
*Msmo1*	RP24-171D10	chr8	67115518	67275946

For FISH on liver sections, paraffin-embedded sections of mouse livers were cut from tissue blocks at 6 μm thickness and mounted on slides. Sections on slides were heated at 60°C for 20 min and washed four times in xylene each for 10 min to remove the paraffin wax, followed by rehydration through an ethanol series. Samples were then microwaved for 20 min in 0.1 M citrate buffer (pH 6.0), cooled, then rinsed, and stored in dH_2_O prior to dehydration through ethanol series as above. Slides were then submerged in pre-heated (80°C) 70% formamide/2 × SSC (pH 7.5) for 20 min, followed by another ethanol dehydration series. Slides were air dried and hybridized to digoxigenin-labeled genomic fosmid clones and processed further as described above.

### Microscopy and Analysis of Gene Position

To quantify the 3D position of FISH-labeled genomic loci within the nucleus, cell images were first taken as z-stacks on a widefield microscope (Nikon TE-2000 microscope equipped with a 1.45 NA 100 × objective, Sedat quad filter set, PIFOC Z-axis focus drive from Physik Instruments, and CoolSnapHQ High Speed Monochrome CCD camera from Photometrics, all run by MetaMorph image acquisition software) with a 0.2 μm spacing in z. Images of Alexa 488-labeled loci and DAPI-labeled nuclei were deconvolved using AutoQuant X (Media Cybernetics, United Kingdom).

The z stacks containing the alleles in focus were manually thresholded, and the distance of the locus to the nearest point on the nuclear periphery labeled with antibodies to Lamin A/C (rabbit polyclonal 3262) (Schirmer et al., 2001) was scored using ImageJ. Only nuclei with three or more labeled alleles were used for analysis in order to be able to account for allelic exclusion type of phenotypes, if any. Statistics were performed using Mann–Whitney test (2 groups) or Kruskal–Wallis ANOVA (> 2 groups) for non-parametric data. Data are presented as scatters overlaid with the median and interquartile range and taken as statistically significant at *p* < 0.05.

## Results

### DamID on Freshly Isolated Primary Mouse Hepatocytes

DamID was used to globally identify genome regions at the nuclear periphery in livers of *WT* and *Tm7sf2^–/–^* mice (Figure 1A). DamID fuses a bacterial dam methylase to LaminB1 so that all DNA in contact with the NE becomes uniquely labeled and can then be isolated and sequenced. The genome regions at the NE are thus referred to as LADs. Due to ineffective viral penetrance into intact liver tissues in living animals, lentiviral vectors expressing Dam methylase constructs were transduced onto freshly isolated hepatocytes as previously described, obtaining regularly 30–40% transduction efficiencies (Gatticchi et al., 2019). To maintain genome organization as close to the intact tissue as possible before transduction, the time taken from anesthesia to cell plating was kept between 1 and 1.5 h, and lentiviral transduction occurred after only 2–4 h of culture (Nguyen et al., 2002; Selden et al., 2007). By this time, hepatocytes visibly recover from the stress of isolation, having a good refractive index and round-shaped cytoplasm, clear and distinct nuclei (mostly binucleated), and the cuboidal morphology observed in liver tissue organization (Gatticchi et al., 2019). As isolated hepatocytes are prone to lose their defined differentiation state progressively over time in culture when using normal media, the culture medium was optimized to maintain liver-specific functions by removing serum and supplementing with insulin, dexamethasone, and EGF, all of which help in slowing the de-differentiation process (Michalopoulos et al., 2003; Vinken et al., 2006; Godoy et al., 2010; Magner et al., 2013). Importantly, the characteristic liver morphology is fully maintained until the time of harvesting the dam-methylated DNA (Gatticchi et al., 2019). EGF also inhibits apoptosis in the liver cells (Ove et al., 1989; Musallam et al., 2001; Bowen et al., 2014; Vinken et al., 2014), thus avoiding apoptotic DNA fragments competing in the adaptor ligation and PCR amplification steps that enrich for the dam-methylated sequences prior to sequencing. After overnight transduction, fresh media were replaced, and cells were cultured for an additional 48 h to allow the dam fusions to methylate DNA. Thus, cells were no more than 60 h from isolation by the time that genomic DNA was recovered. The genomic DNA from four mice was pooled for the main experiment, resulting in four animals tested in each experimental condition. 

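DamID marks the DNA that comes close to the nuclear lamina. Dam methylase fused to lamin B1 methylates the adenine of GATC sites at the NE, and a Dam methylase without the fusion measures how accessible each stretch of DNA is. Primary hepatocytes of WT and *Tm7sf2*-KO mice aged 12 to 16 weeks were transduced for 24 h with a lentivirus for Dam-LaminB1 or for Dam only, which gave 4 libraries, 1 of each construct per genotype. Each library holds the pooled DNA of 4 mice. There are therefore no replicate libraries, so differences between the genotypes carry no error between animals and no p-value, and neither LADs nor genes are replicates. The Methods place the harvest 60 h after transduction, whereas the Results place it no more than 60 h from isolation.

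The authors mapped the reads to the mouse genome (mm9, the same assembly as NCBIM37), took the log2 ratio of Dam-LaminB1 to Dam only for every *DpnI* fragment, and segmented that profile into LADs for each genotype. The deposited files used here are 2 lists of LADs, for WT and for KO, and 2 lists of DRs, which are the stretches of one LAD list that lie outside the other. The lists hold positions without a signal, a score or a read number. The depth behind them is taken from the paper, which reports 63.2 M usable reads for WT and 33.8 M for KO. The assembly holds 6.42 M GATC sites, on average 1 in every 414 bases, so the paper's read numbers come to 9.85 usable reads per fragment in WT and 5.27 in KO, counted over both libraries of a genotype. The depth sets how finely a LAD border can be placed, and it was lower in the KO.

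The lists were checked before use. A GATC site lay at 98.9% of the WT LAD borders and at 99.5% of the KO LAD borders. The smallest gap between neighboring LADs was 8001 bp in both genotypes, and no LAD was shorter than 10 kb. Bases and numbers of LADs and DRs were then counted as the lists give them. Each of 22367 protein-coding genes of the NCBIM37 annotation was called PI if its span overlapped a WT-only DR by at least 1 base, IP if it overlapped a KO-only DR, and ambiguous (AMB) if it overlapped both. The remaining genes were called PP if they overlapped a LAD in both genotypes and II otherwise. The minimum length of a LAD or DR, the joining of LADs across short gaps, and the overlap asked of a gene are the choices that move these numbers.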

DNA was prepared for DamID-Seq as previously described (Robson and Schirmer, 2016; Gatticchi et al., 2019).

**FIGURE 1:**
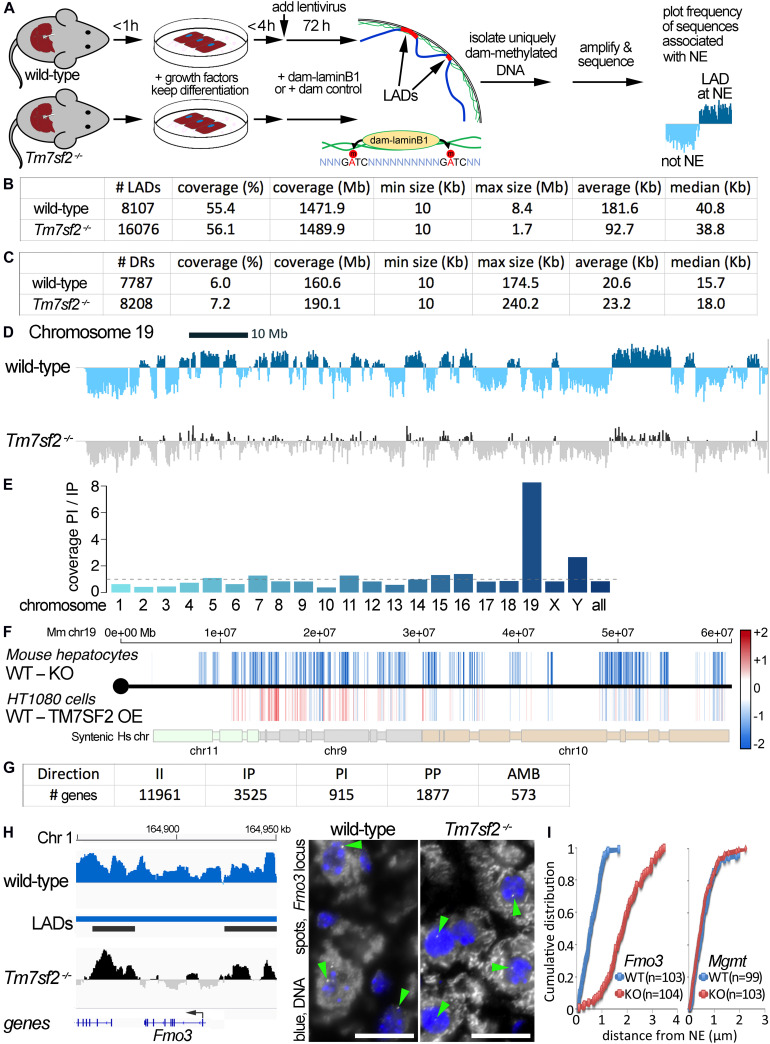
DamID mapping reveals genes dependent on Tm7sf2^–/–^ for nuclear position. **(A)** DamID approach. Livers were recovered from WT and *Tm7sf2*-KO mice and primary hepatocytes were isolated within 1 h with hormones and growth factors to maintain the differentiation state. After 4 h, cells had recovered sufficiently, achieving normal hepatocyte morphology, to be infected with lentiviruses for expression of DamID constructs—either Dam-LaminB1 fusion or a dam unfused control. Over the next 72 h, the Dam-LaminB1 confers unique methylation to the DNA in contact with the nuclear periphery that can then be isolated, sequenced, and the frequency of association with the lamina plotted. The DNA regions labeled by Dam-LaminB1 appear above the line and are referred to as LADs. **(B)** DamID metrics. Total numbers of LADs in WT and Tm7sf2-KO cells, the % coverage of the genome in LADs, the total Mb of the genome in LADs, and the minimum, maximum, average, and median size of individual LADs. **(C)** List of differential region (DR) and gene metrics. Metrics are given for the total number of DRs identified in WT and *Tm7sf2* KO liver cells, the percent of all genome covered, their total amount in the genome in Mb, and their minimum, maximum, average, and median size. **(D)** Mouse chromosome 19 DamID trace comparing cells from WT and *Tm7sf2*-KO livers. Signal plotted above the midline indicates association with the nuclear periphery, and signal below the line indicates internal nuclear localization. **(E)** Bar plot of the ratios of the proportion of individual chromosomes in PI versus IP regions. **(F)** Mouse (Mm) chromosome 19 map comparing DRs from the mouse *Tm7sf2* KO against syntenic DRs from a study in human HT1080 cells overexpressing (OE) human TM7SF2. PI regions are shown in blue, and IP regions in red using a color gradient based on the fold intensity of signal change from DamID maps. Synteny between Mm chromosome 19 and human chromosomes 9, 10, and 11 is indicated at the bottom. Syntenic blocks were obtained from Cinteny (https://cinteny.cchmc.org), whereas individual Mm DR coordinates were converted to human coordinates using the LiftOver tool at UCSC browser (https://genome.ucsc.edu/cgi-bin/hgLiftOver). **(G)** List of numbers of genes in DRs broken down by type of change (II, IP, PI, PP as defined in the text or AMB for ambiguous) based on mouse genes present in the Affymetrix MOE430 v2.0 microarray (hence fewer genes being represented than the total in the mouse genome). **(H)** On the left, *Fmo3* DamID trace as in **(D)**. The position of the *Fmo3* gene is shown against the DamID trace, and the start/orientation is indicated by an arrow. On the right, confirmation of DamID results by fluorescence *in situ* hybridization (FISH) on mouse liver tissue using probes for the *Fmo3* gene. In the images, the nuclear area is defined by DAPI staining in blue, and the white spots highlighted by green arrowheads within the nuclei are the *Fmo3* gene, which can be observed to be at the edge of the nucleus in the WT, but has moved away from the edge in the KO livers. Scale bar: 50 μm. **(I)** Quantification of the position of the *Fmo3* gene with respect to its distance from the NE in the FISH images obtained from mouse liver tissues. The cumulative distribution is plotted so that it can be observed that nearly all cells within WT liver have *Fmo3* within 1 μm from the NE, whereas in the KO, nearly every cell has it > 1 μm from the NE. As a negative control, the position of the *Mgmt* gene was similarly quantified in liver sections from the same mice because this gene did not reposition according to the DamID data.

The enriched dam-methylated DNA was sequenced at a depth of 1.9 × (63.2 M usable reads) and 1.1 × (33.8 M usable reads) genome coverage, respectively, for WT and *Tm7sf2^–/–^* mice (all sequence reads deposited at GEO repository, ID GSE151044). LAD coordinates were then determined from DamID profiles (representing the ratio of Dam-LaminB1 to Dam alone signal) using the circular binary segmentation (CBS) algorithm found in the BioConductor/R package DNAcopy (Seshan and Olshen, 2016). This identified 8,107 LADs in WT livers versus 16,076 LADs in the KO livers with respective average sizes of 182 and 93 kb that both yielded ∼55% genome coverage (Figure 1B; Supplementary Table 1). 

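The WT LADs covered 1472 Mb, or 55.4% of chromosomes 1 to 19, X and Y, and the KO LADs covered 1489.9 Mb, or 56.1%. There were 1.98 KO LADs for each WT LAD, and the mean WT LAD was 1.96 times as long as the mean KO LAD. The medians differed far less, at 40.8 kb in WT and 38.8 kb in KO, because the difference lay in the longest LADs. LADs of at least 1000 kb numbered 322 in WT and 39 in KO, and they held 43.5% of the WT LAD bases against 3.22% of the KO LAD bases. LADs of 100 to 500 kb held 24.8% of the LAD bases in WT and 51.7% in KO. The longest WT LAD spanned 8373.6 kb of chromosome 6, from 73322935 to 81696532, and held 13 protein-coding genes, among them *Ctnna2*, *Lrrtm1* and *Lrrtm4*. In the KO, 57 LADs lay over it and covered 88.6% of its bases. The next longest WT LADs, on chromosome 8 from 98448240 to 105300946 and on chromosome 1 from 113766003 to 120186770, were overlapped by 39 and 32 KO LADs. The longest KO LAD spanned 1748.5 kb of chromosome 14, from 3808939 to 5557431, and 98.4% of it lay in WT LADs.

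Most of the territory was shared, with 1282 Mb in LADs of both genotypes, which is 87.1% of the WT LAD bases and 86.1% of the KO LAD bases. Of the KO LADs, 41.5% lay wholly inside a single WT LAD, and 2497 of the WT LADs were overlapped by at least 2 KO LADs. A further 4287 KO LADs overlapped no WT LAD, and 995 WT LADs overlapped no KO LAD. Joining LADs across gaps moved the numbers most. With gaps of up to 50 kb joined, there were 2471 WT LADs and 3909 KO LADs, a ratio of 1.58. With gaps of up to 100 kb, a length chosen after seeing the data, there were 1574 and 2152, a ratio of 1.37.

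**Figure D1:**
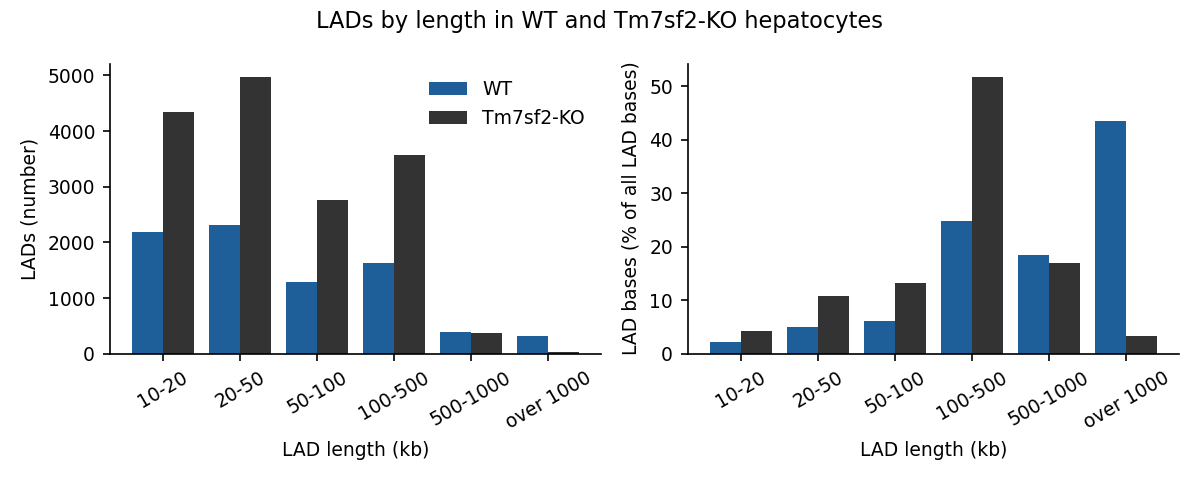
Number of LADs (left) and share of all LAD bases in percent (right) by LAD length in kb, for WT and *Tm7sf2*-KO hepatocytes, 1 pooled library pair each. The KO bars are higher in every length class up to 500 kb on both panels, and LADs of at least 1000 kb hold 43.5% of the LAD bases in WT and 3.22% in KO.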

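The DRs were compared with the LAD lists they came from. Subtracting the KO LADs from the WT LADs, and the WT LADs from the KO LADs, and keeping stretches of at least 10 kb returned every deposited DR with identical borders and no other region. The 7787 WT-only DRs covered 160.6 Mb, or 6.05% of the genome, with a mean of 20.6 kb and a median of 15.7 kb. The 8208 KO-only DRs covered 190.1 Mb, or 7.16%, with a mean of 23.2 kb and a median of 18.0 kb. A DR held a median of 37 GATC sites in the WT-only list and 43 in the KO-only list. DRs were short in both lists, with 66.0% of the WT-only DRs and 57.0% of the KO-only DRs under 20 kb. A minimum length of 50 kb moved the numbers most, leaving 332 WT-only and 475 KO-only DRs.

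The DRs of the 2 lists sat differently in the LADs. Of the WT-only DRs, 5048 (64.8%) lay inside a WT LAD with KO LAD on both sides of them, 1744 lay at an edge of a WT LAD, and 995 were a whole WT LAD. Of the KO-only DRs, 4287 (52.2%) were a whole KO LAD, 2172 lay at an edge and 1749 lay inside. A LAD of the other genotype was more than 10 kb away from 9.25% of the WT-only DRs (95% Wilson interval 8.62% to 9.91%) and from 47.8% of the KO-only DRs (46.7% to 48.9%). These intervals cover counting error only.

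The 3 longest WT-only DRs were all on chromosome 19 and all lay within or across 1 protein-coding gene: 174.5 kb from 30869918 to 31044444 at *Prkg1*, 170.7 kb from 22252790 to 22423496 at *Trpm3*, and 168.9 kb from 50198046 to 50366900 at *Sorcs1*. The 3 longest KO-only DRs were 240.2 kb on chromosome 10 from 24952225 to 25192471 at *Akap7* and *Epb4.1l2*, 175.8 kb on chromosome 4 from 87452628 to 87628433 at *Mllt3*, and 161.7 kb on chromosome 5 from 98312966 to 98474672 at *Antxr2*.

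**Figure D2:**
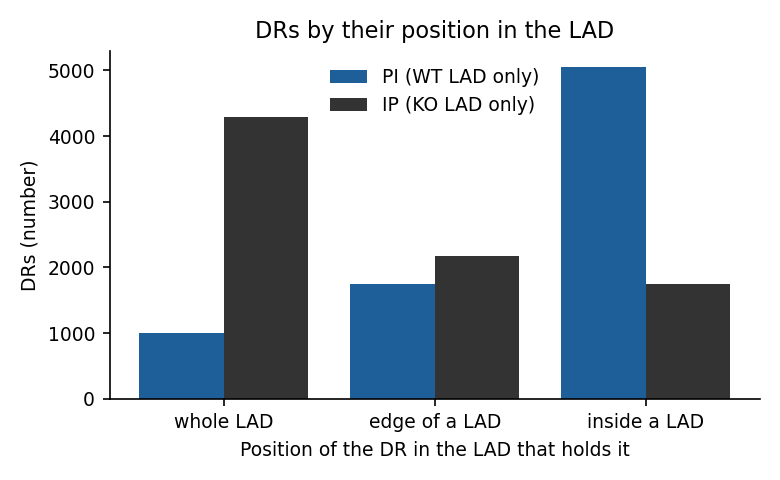
Number of DRs by their position in the LAD that holds them (a whole LAD, an edge of a LAD, or inside a LAD), for DRs in LADs of WT only (PI) and of KO only (IP). Most PI DRs, 5048, lie inside a WT LAD, and most IP DRs, 4287, are a whole KO LAD.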

We then compared the LADs between the WT and KO data to identify DRs uniquely present at the NE of WT or KO livers (Figure 1C). For simplicity, DRs at the periphery (NE) in WT and interior in the KO are referred to as PI, and DRs that are in the interior in the WT and at the NE in the KO are referred to as IP, whereas unchanged regions are II and PP.

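LAD coverage was followed along chromosome 19 (61.3 Mb in NCBIM37). LADs covered 24.2 Mb of it in WT and 11.5 Mb in KO, or 39.4% and 18.8% of the chromosome. Of the bases in WT LADs, 60.8% lay outside every KO LAD, against 12.1% over the other chromosomes together and 7.77% to 19.8% on the other autosomes taken one at a time. In the other direction, 17.9% of the KO LAD bases of chromosome 19 lay outside WT LADs. The mean LAD shortened from 99.9 to 28.6 kb. The loss was spread along the whole chromosome. In the 7 segments of 10 Mb (the last one shorter), between 54.4% and 71.1% of the WT LAD bases were lost, with the highest share between 20 and 30 Mb and the lowest between 30 and 40 Mb. Restricting both lists to LADs of at least 20 kb moved this loss most, to 68.3%.

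**Figure D3:**
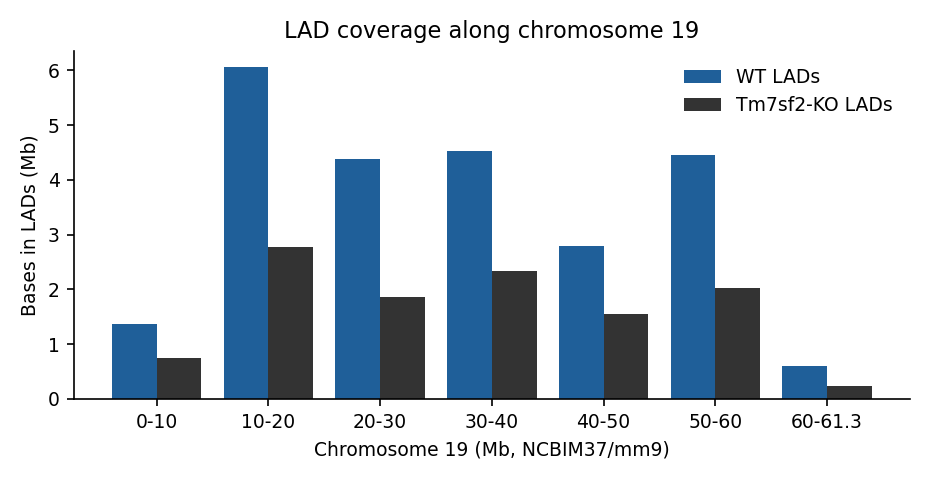
Bases in LADs (Mb) in consecutive 10 Mb segments of chromosome 19 (NCBIM37/mm9), for WT and *Tm7sf2*-KO hepatocytes, 1 pooled library pair each. The KO bar is lower in every segment, for example 2.78 Mb against 6.05 Mb between 10 and 20 Mb.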

There was a striking effect on chromosome 19 that exhibited a marked loss of NE associations according to the DamID profiles (Figure 1D). Compared with other chromosomes, the proportion of the chromosome in PI regions exceeded that in IP regions by 8-fold (Figure 1E). 

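On chromosome 19, 370 PI DRs covered 14.1 Mb (23.0% of the chromosome) and 92 IP DRs covered 1.71 Mb (2.78%), a PI/IP coverage ratio of 8.27. This was the highest ratio of the 21 chromosomes. The Y chromosome, with 6 PI and 4 IP DRs, came next at 2.66. The other 18 autosomes lay between 0.380 on chromosome 10 and 1.39 on chromosome 16, 5 of them above 1 and 13 below, and the X chromosome stood at 0.834. Among 10000 windows as long as chromosome 19, placed at random on the other chromosomes, the ratio ranged from 0.270 to 1.92 with a median of 0.736, and 0 windows reached that of chromosome 19. These windows describe the 2 lists and are not a test between animals. Chromosome 19 makes up 2.31% of the genome and held 8.79% of all PI bases and 0.898% of all IP bases. Of the 30 PI DRs of at least 100 kb, 20 were on it. Over all chromosomes the ratio was 0.845, and without chromosome 19 it was 0.778. The ratio on chromosome 19 rose to 14.8 with DRs of at least 20 kb and had no value with DRs of at least 50 kb, of which 92 were PI and 0 IP. It was 4.02 when DRs were counted in place of their bases.

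**Figure D4:**
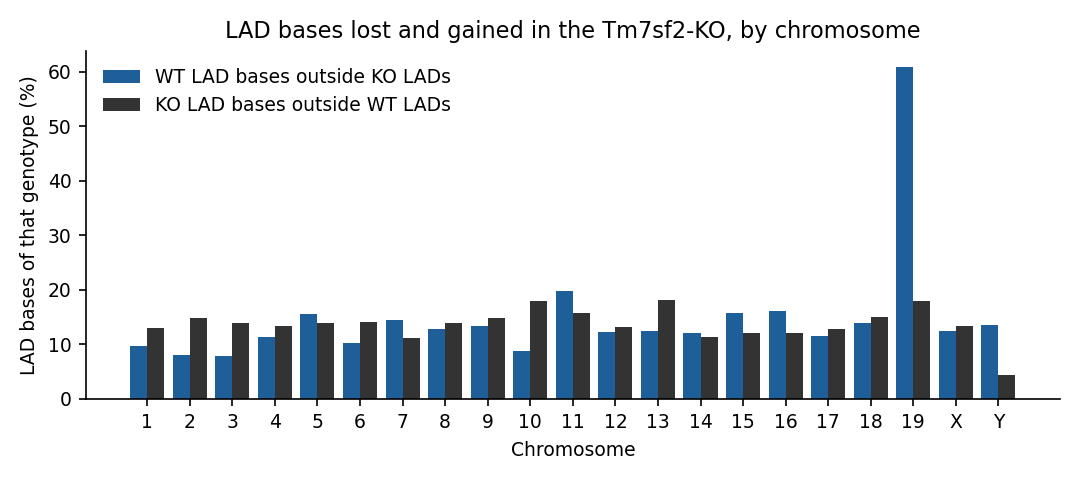
Share of WT LAD bases outside KO LADs and of KO LAD bases outside WT LADs, in percent, for each chromosome. Chromosome 19 reaches 60.8% for WT LAD bases, and no other chromosome exceeds 19.8% in either direction.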

As we previously performed DamID on HT1080 human fibroblast cells overexpressing Tm7sf2 (de las Heras et al., 2017) (NCBI GEO GSE87228), we decided to compare the overexpression with the KO data for chromosome 19 despite its using a different cell type and organism. 

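The chromosome 19 regions of Supplementary Table 2 were set beside the WT-only DRs of chromosome 19. All 370 regions of the table had the borders of a DR of the deposited list, and the paper gives a human counterpart for 311 of them. By position, 198 of the regions fall in the first 30671215 bases of the chromosome and 172 in the rest. The PI/IP coverage ratio was 8.23 in the first of these parts and 8.31 in the other. The signal of these regions is the paper's own. In Supplementary Table 2, the paper's median log2 Dam-LaminB1/Dam signal over the regions was 0.79 in WT and fell to -0.34 in KO. The paper's WT signal exceeded its KO signal in all 370 regions, by 0.06 to 3.21, and its KO signal stayed above 0 in 18 of them. The regions were chosen from the LADs called on this same profile. The lower KO signal therefore follows largely from that choice and is no separate evidence of the loss. Values of the human cells are not analysed here.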

The intensity difference in the DRs between the WT and KO mice was plotted according to position across mouse chromosome 19 on the top, whereas on the bottom, the intensity difference of the DRs was plotted for HT1080 WT and TM7SF2 overexpression for the syntenic human chromosome regions (Figure 1F; Supplementary Table 2). Many of the PI DRs of the mouse liver *Tm7sf2* KO increased in signal in the HT1080 cells overexpressing TM7SF2, indicating a repositioning toward the NE (IP), particularly in the first half of the chromosome. 

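The positions of 15 chromosome 19 genes listed in Supplementary Table 3 were looked up in the WT and KO lists: 4930526L06Rik, *Atrnl1*, E330013P04Rik, *Entpd1*, *Gda*, *Glis3*, *Gna14*, *Mamdc2*, *Oosp3*, *Pcsk5*, *Pip5k1b*, *Prune2*, *Sorcs3*, *Tll2* and *Tmc1*. In the mouse hepatocytes 11 of them were PI, and *Atrnl1*, *Entpd1*, *Pip5k1b* and *Prune2* were AMB because they overlapped DRs of both kinds. The share of the gene span in WT-only DRs ranged from 3.27% in E330013P04Rik to 79.6% in *Oosp3*, with a median of 39.6%. *Glis3* (28333341 to 28754567) overlapped 6 WT LADs and no KO LAD, and 47.5% of its span was lost from LADs. *Gna14*, *Tll2* and E330013P04Rik also kept no LAD in the KO. *Sorcs3* (48280515 to 48879995) lay almost wholly in WT LADs, at 98.4% of its span, and 8 KO LADs remained on it, with 20 of its 27 exons in WT LADs only. *Tmc1* (20857948 to 21028692) had 19 of 21 exons in WT LADs only. Among the AMB genes, *Entpd1* (40686856 to 40816092) had 15.3% of its span in a WT-only DR and 15.8% in a KO-only DR that reached its transcription start. Its balance of IP over PI bases turned from above to below 0, at -14.0%, when the 100 kb centered on the gene was counted, as did that of *Pip5k1b* at -16.6%. *Prune2* had more PI than IP bases, although its transcription start was in a KO-only DR. A rule that asked for at least 10% of the span in a DR gave PI for *Atrnl1* and *Prune2*, left *Entpd1* and *Pip5k1b* AMB, and gave II for E330013P04Rik.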

There were 15 genes identified within these regions that reposition in opposite directions in the *Tm7sf2* mouse KO compared with the TM7SF2 HT1080 overexpression. Interestingly, while most of them are not normally expressed above background levels in adult liver, none of these were differentially expressed. This suggests that one function of TM7SF2 is to repress non-liver genes. Of note, many of these genes had links to metabolic disease and diabetes (Supplementary Table 3).

A broader DR analysis over the entire genome revealed 915 PI genes and 3,525 IP genes (Figure 1G). Thus, the KO of this one NE protein had a profound effect on radial genome organization. 

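Over the 22367 protein-coding genes, 1215 were PI, 3826 IP, 4011 PP, 12654 II and 661 AMB. IP genes outnumbered PI genes 3.15 to 1. Part of a gene was enough for a call. The median share of the span in a DR was 34.9% for PI genes and 42.8% for IP genes, 277 PI and 845 IP genes lay wholly in a DR, and 21.5% of the PI genes and 11.7% of the IP genes had under 10% of their span in one. Chromosome 19 was the exception to the excess of IP genes among the autosomes, with 108 PI and 34 IP genes. Calling genes by their transcription start only moved the ratio most, to 498 PI and 2681 IP genes, or 5.38 to 1. With the 100 kb centered on each gene in place of its span, there were 2172 PI and 6062 IP genes.

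The copy of Supplementary Table 1 used here holds 1994 of its 18849 genes, so nothing was tested on it as a set. Every gene named in this text that the copy holds lies on chromosome 1 or 2, so the copy may not stand for the genome. The PI/IP coverage ratio was 0.629 on chromosome 1 and 0.422 on chromosome 2, both below the 0.845 of all chromosomes. For all 1994 genes, the class and the LAD and DR marks of the table were those obtained from the lists by the same rule. The table also gives the paper's own signal averaged over 100 kb. Among the 82 PI genes of this copy, the paper's log2 signal was lower in KO for 59 and higher for 23, and it was above 0 for 75 in WT and for 72 in KO. Among the 486 IP genes with a signal, it was higher in KO for 450, and it was above 0 for 188 in WT and for 332 in KO. In this copy, the paper's signal was also higher in KO for most genes of the other classes, namely 777 of 1150 II genes, 134 of 209 PP genes and 44 of 66 AMB genes. From the numbers of PI and IP genes over the genome, the paper concludes that the loss of this single NE protein strongly changed radial genome organization.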

The most highly upregulated gene in the *Tm7sf2* KO mouse (Bennati et al., 2008) was PI gene *Fmo3* (Figure 1H), so this was chosen to confirm DamID results and Tm7sf2 dependence by FISH. *Fmo3* encodes flavin-containing monooxygenase 3, an enzyme involved in xenobiotic metabolism by 1N-oxygenating primary aliphatic alkylamines. The loss of *Fmo3* NE positioning in the *Tm7sf2^–/–^* mouse liver was first directly confirmed by FISH in tissue sections cut from intact livers (Figure 1H). Quantification of the distance to the NE in 100 cells revealed a strong shift between the WT and KO livers (Figure 1I). In contrast, the *Mgmt* gene that was called as PP by the DamID data tended to be at the nuclear periphery in both WT and KO livers by the FISH analysis (Figure 1I).

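*Mgmt* lies on chromosome 7 from 144086294 to 144319870, a span of 234 kb with 5 exons. A WT LAD of 17.7 kb, from 144297740 to 144315442, overlapped its 3′ part, and no KO LAD overlapped the gene, so the gene was called PI with 7.58% of its span in that WT-only DR. Exon 4 (144313172 to 144313311) was in the WT LAD, and the other 4 exons were in no LAD of either genotype. A second WT LAD began 7032 bp past the 3′ end. The nearest LAD to the transcription start was 32.2 kb away in WT and 156 kb away in KO. With at least 10% of the span asked for, and also by the transcription start or the 100 kb centered on the gene, *Mgmt* was II.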

### Correlations Between Positional Changes and Expression Changes Highlight Functional Pathways Important for Liver

Previous DamID studies have shown that a subset of repositioning genes change expression, and for this subset, there is a general trend for repositioning from the nuclear interior to the NE to be associated with repression and repositioning from the NE to the nuclear interior with activation (Pindyurin et al., 2007; Peric-Hupkes et al., 2010; Robson et al., 2016). Accordingly, we plotted the Dam-LaminB1 signal against previously published expression data from WT and *Tm7sf2^–/–^* mouse liver cells (Bennati et al., 2008). Upregulated genes are shown on the top half (strong red for PI, pale red for IP) and downregulated in the bottom half (strong blue for IP, pale blue for PI) (Figure 2A). The stronger colors denote that repositioning and expression changes occurred in the expected direction, whereas the pale colors indicate the changes that occurred in the opposite direction. For those repositioning genes that also exhibited a change in expression, the expected directional trends could be observed for PI genes with 69% exhibiting an increase in expression, but for IP genes, only 36% exhibited decreased expression. As expected, only a subset of repositioning genes also had changed expression (Figure 2B; Supplementary Table 1), possibly because repositioning acts in concert with transcriptional regulators present in the differentiated cells (Robson et al., 2016). 

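Of the genes that Table 3 lists as released and upregulated, 10 were located on NCBIM37 and reported here, and all 10 were PI. Their share of the span in WT-only DRs had a median of 43.8%. It was highest for *Cyp4a10* with 92.6%, followed by *Vldlr* with 74.3% and *Hao2* with 68.3%. *Sugct*, on chromosome 13 from 16949689 to 17786566, was at the low end with 1.22%, a single DR of 10.2 kb from 17254496 to 17264683, and 97.2% of its span stayed in 3 KO LADs. None of its 14 exons was in a LAD of WT only. For 4 of the genes every WT LAD on the gene was lost (*Cyp4a10*, *Cyp2b9*, *Defb1* and *Vldlr*), and the other 6 kept part of their span in KO LADs. *Bicc1* had 13 of 21 exons in LADs of WT only. *Ppargc1a* had 5 of 13 exons in LADs of WT only and 2 in LADs of KO only. The transcription start was in a WT LAD for 3 of the 10 genes. The overlap asked for moved these calls most. With at least 10% of the span, 9 of the genes stayed PI, with at least 50% 4 did, by the 100 kb centered on the gene 6 did, and by the transcription start only 2 did. With LAD differences of any length counted, 7 stayed PI, and *Ppargc1a*, *Bicc1* and *Sugct* became AMB. *Vldlr*, *Cyp2c38* and *Cyp2c39* were on chromosome 19.

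**Figure D5:**
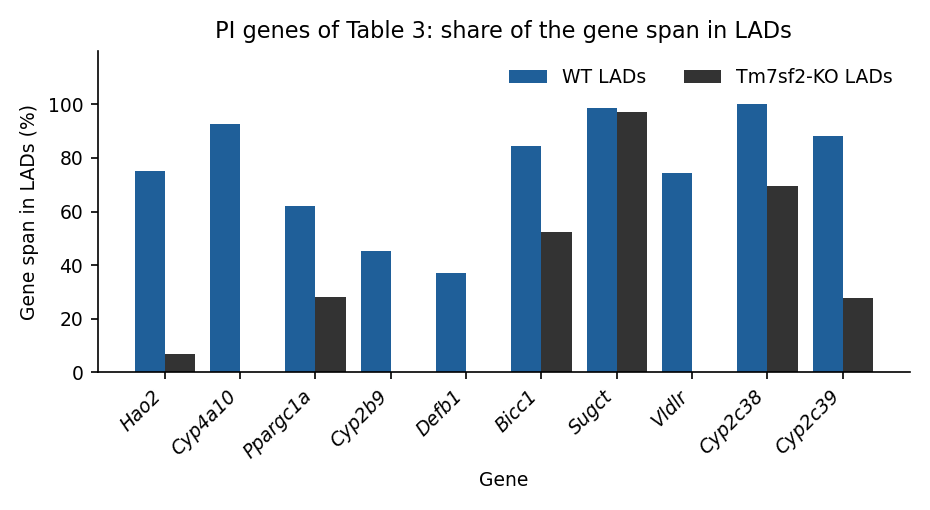
Share of the gene span in LADs (%) for 10 PI genes of Table 3, in WT and *Tm7sf2*-KO hepatocytes, 1 pooled library pair each. The KO bar is lower for every gene, from 92.6% in WT against none in KO at *Cyp4a10* to 98.6% in WT against 97.2% in KO at *Sugct*.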

Of the 915 PI genes, 11 exhibited a corresponding > 1.4-fold loss of repression associated with their NE release (Table 3). In the opposite direction, of the 3,525 IP genes, 15 had a > 1.4-fold loss in expression corresponding to their repositioning to the NE (Table 3).

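All 15 of these genes were IP. Their share of the span in KO-only DRs had a median of 26.7%. *Tcf24* and *Apcs*, which are 2.64 and 1.09 kb long, lay wholly in a KO LAD, followed by *Hmmr* with 69.4%, *Glrx* with 67.7% and *Mki67* with 61.3%. *Fndc3b* was lowest with 5.41% of its 295 kb in KO-only DRs and 3 of 26 exons in KO LADs, and *Mal2* had 6.37%. For 14 of the genes no WT LAD touched the gene. The exception was *Acvr1* (chromosome 2, 58241055 to 58419568), with 20.4% of its span in WT LADs and 34.2% in KO LADs. The distance to the nearest WT LAD ranged widely, from 1.46 kb at *Mal2* and 2.10 kb at *Apcs* to 2723 kb at *Clpx*. The transcription start was in a KO LAD for 7 of the 15 genes. With at least 10% of the span in a DR, 13 stayed IP, with at least 50% 5 did, and by the 100 kb centered on the gene 13 did. For *Tcf24*, *Apcs* and *Acvr1*, Supplementary Table 1 gives the paper's log2 signal averaged over 100 kb. From WT to KO it rose by 0.97 at *Tcf24* and by 0.76 at *Apcs*, and it fell by 0.14 at *Acvr1*.

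**Figure D6:**
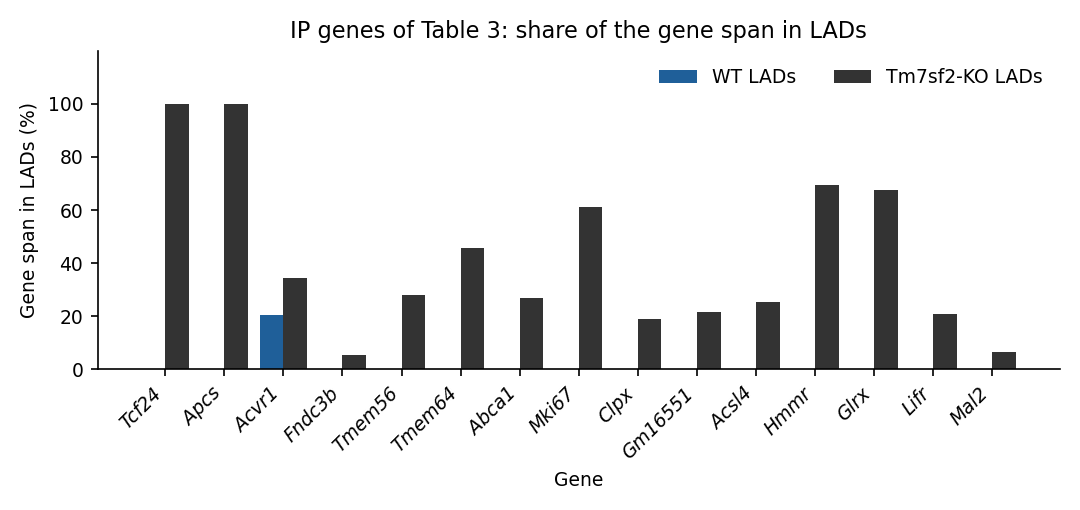
Share of the gene span in LADs (%) for the 15 IP genes of Table 3, in WT and *Tm7sf2*-KO hepatocytes, 1 pooled library pair each. The KO bar is higher for every gene, and a WT bar is present only for *Acvr1*, at 20.4%.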

**FIGURE 2:**
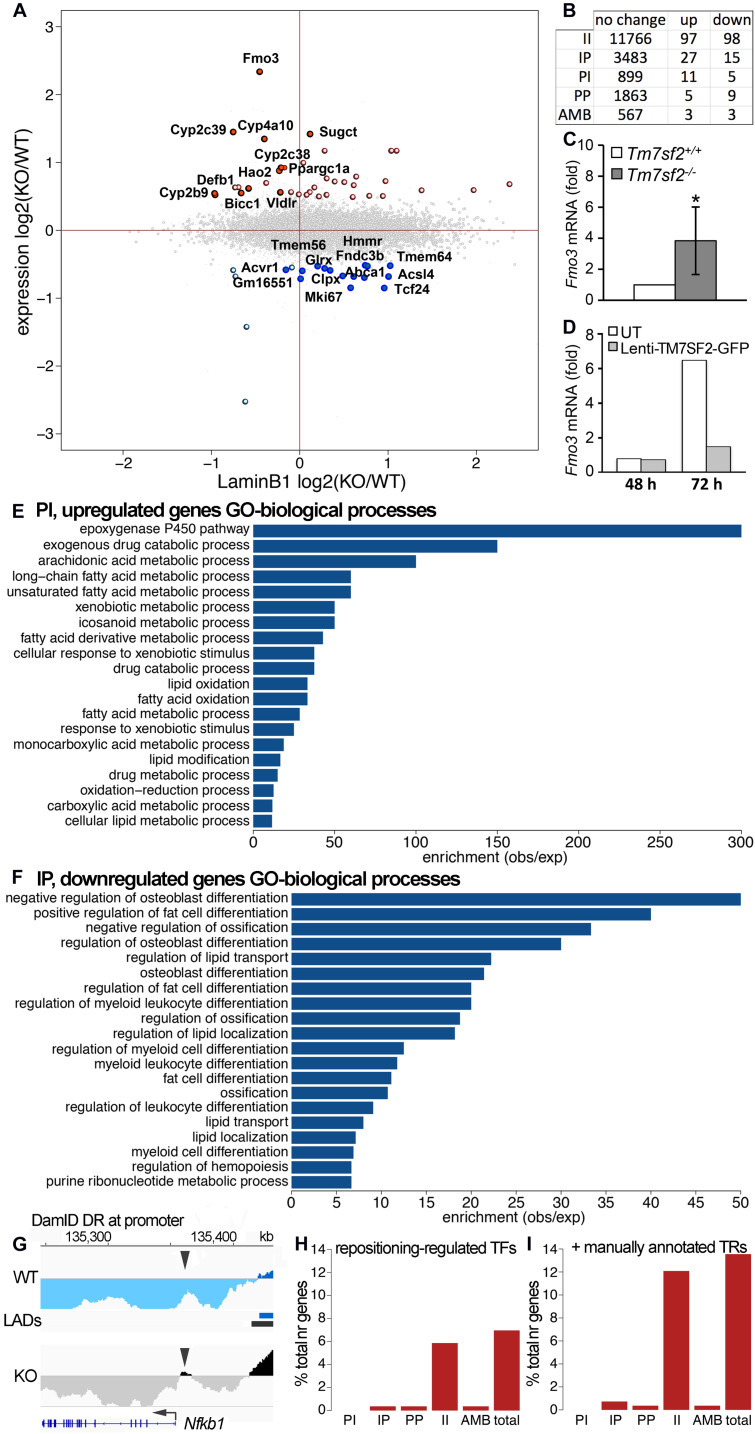
Tm7sf2-dependent nuclear positioning affects expression of some genes. **(A)** Scatterplot of expression changes against DamID signal changes averaged over a 100 kb region centered in each gene. PI genes tend to be in the left half, and IP genes in the right half. Upregulated genes are in the top half (strong red for PI, pale red for IP), and downregulated in the bottom half (strong blue for IP, pale blue for PI). The stronger colors denote that repositioning and expression changes occurred in the expected direction (i.e., NE release and upregulation and NE recruitment and downregulation), whereas the pale colors indicate the changes that occurred in the opposite direction. **(B)** Combined gene expression and positioning stats. **(C)** Confirmation of the *Fmo3* change in expression by qRT-PCR for the levels of *Fmo3* mRNA relative to *Hprt* in livers of *Tm7sf2^+/+^* (*n* = 5) and *Tm7sf2^–/–^* (*n* = 5) mice fed with a chow diet. Data are given as mean ± SD. *p < 0.05 for differences with respect to *Tm7sf2^+/+^* mice; unpaired two-tailed Student’s *t*-test. **(D)** Restoration of normal *Fmo3* regulation by rescue of Tm7sf2 expression in the KO primary isolated hepatocytes. *Tm7sf2^–/–^* primary hepatocytes were transduced for 24 h with lentiviral vector encoding for human *TM7SF2*-*GFP*, and RNA was isolated 48 and 72 h after initial transduction. *Fmo3* mRNA levels were assessed by qRT-PCR compared with the housekeeping gene *Hprt*. UT, untransduced *Tm7sf2^–/–^* cells. **(E)** topGO analysis bar chart for PI genes, released from the NE in *Tm7sf2*-KO hepatocytes. GO ID designations appearing in the graph from top to bottom are GO:0019373, GO:0042738, GO:0019369, GO:0001676, GO:0033559, GO:0006805, GO:0006690, GO:1901568, GO:0071466, GO:0042737, GO:0034440, GO:0019395, GO:0006631, GO:0009410, GO:0032787, GO:0030258, GO:0017144, GO:0055114, GO:0019752, and GO:0044255. See figure for GO term descriptions. **(F)** topGO analysis bar chart for IP genes, recruited to the NE in *Tm7sf2*-KO hepatocytes. GO ID designations appearing in the graph from top to bottom are GO:0045668, GO:0045600, GO:0030279, GO:0045667, GO:0032368, GO:0001649, GO:0045598, GO:0002761, GO:0030278, GO:1905952, GO:0045637, GO:0002573, GO:0045444, GO:0001503, GO:1902105, GO:0006869, GO:0010876, GO:0030099, GO:1903706, and GO:0009150. See figure for GO term descriptions. **(G)** DamID trace as in Figure 1 of the *Nfkb1* gene showing a small DR at only the promoter, but not in the gene body. Arrowheads point to the DR region at the promoter. **(H)** Proportion of indirectly regulated genes in each positional class, and total, i.e., those whose change in expression can be explained through differential expression of TFs, and not necessarily be a direct effect of repositioning, using mouse transcription factor and target data from the TRRUST v2.0 database. **(I)** Same as **(H)**, with additional transcriptional regulator (TR) data obtained from Charos et al. (2012) for Ppargc1a targets and Srebp1c targets from the TRRUST database.

**TABLE 3:** Genes repositioning and changing expression in *Tm7sf2^–/–^* liver cells.

Gene	Position	Δexp	Liver link
*Fmo3*	PI	Up	Hepatic metabolism, diabetes, insulin signaling
*Hao2*	PI	Up	Fatty acid metabolism in the liver and kidney
*Cyp4a10*	PI	Up	Fatty acid metabolism in the liver
*Ppargc1a*	PI	Up	Fatty acid metabolism in the liver; NAFLD; IRS1:IRS2 regulator
*Cyp2b9*	PI	Up	Liver expression; xenobiotic metabolism
*Defb1*	PI	Up	Prominent expression in hepatocytes; induced during cholestasis
*Bicc1*	PI	Up	Liver fibrosis
*Sugct*	PI	Up	Lipid metabolism, high liver expression
*Vldlr*	PI	Up	Cholesterol metabolism; hepatic steatosis
*Cyp2c38*	PI	Up	Fatty acid metabolism; xenobiotic metabolism
*Cyp2c39*	PI	Up	Fatty acid metabolism; xenobiotic metabolism; liver fibrosis
*Tcf24*	IP	Down	
*Apcs*	IP	Down	Liver fibrosis
*Acvr1*	IP	Down	Regulator of hepcidin production in hepatocytes
*Fndc3b*	IP	Down	Target of miR-143, associated with NAFLD
*Tmem56*	IP	Down	Predominant expression in the liver
*Tmem64*	IP	Down	Regulator of Ca^2+^ in osteoclastogenesis, low bone mineral density linked to NAFLD
*Abca1*	IP	Down	Cholesterol homeostasis; insulin signaling and lipogenesis in the liver
*Mki67*	IP	Down	
*Clpx*	IP	Down	Predominant expression in the liver
*Gm16551*	IP	Down	Regulator of Srebp1c and lipogenesis in the liver
*Acsl4*	IP	Down	Fatty acid metabolism; NAFLD
*Hmmr*	IP	Down	Liver fibrosis; hepatic wound healing and regeneration
*Glrx*	IP	Down	Liver metabolism; deficiency causes fatty liver and dyslipidemia
*Lifr*	IP	Down	Liver regeneration; fibrosis
*Mal2*	IP	Down	Lipid raft protein essential for transcytosis in liver cells

*NAFLD, nonalcoholic fatty liver disease.*

The largest expression change in the KO mouse liver (besides *Tm7sf2* itself) was in the *Fmo3* gene noted above to be important for xenobiotic metabolism. *Fmo3* is normally at the NE in the liver and loses this positioning in the *Tm7sf2^–/–^* livers (Figures 1H,I). This expression change in the KO liver was confirmed also in the primary hepatocytes by qPCR, revealing an increase in expression of greater than 3-fold (Figure 2C). The higher *Fmo3* levels seem to drop transiently upon isolation of the cells from KO liver; however, they recover by 72 h. As this was sufficient time to achieve expression from lentivirus transduction, we were able to confirm that exogenous expression of human TM7SF2 in the freshly isolated primary KO liver cells can reverse the increased expression associated with *Fmo3* release (Figure 2D).

The *Fmo3* function in xenobiotic metabolism raised the question of whether other genes released and upregulated by loss of the Tm7sf2 gene repositioning function have similar functions that require additional layers of regulation from the NE, e.g., whether its targets have shared pathways or biological functions. GO analysis for biological functions further revealed that Tm7sf2-regulated PI genes that increased in expression > 1.4-fold tended to have functions associated with the epoxygenase P450 pathway at roughly 300-fold enrichment (Figure 2E). Other highly enriched categories include exogenous drug catabolic processes, arachidonic acid metabolic processes, and long-chain or unsaturated fatty acid metabolic processes enriched, respectively, by roughly 150-, 100-, and 50-fold. This all makes sense together as several Cyp2 and Cyp4 subfamily members of the P450 family of enzymes were upregulated concomitant with the release of the genes encoding them from the NE (Table 3), and these subfamilies play roles in fatty acid metabolism, functioning on specific fatty acid substrates, such as the omega-3 eicosanoids and the omega-6 arachidonic acid. This is in contrast to the Cyp3, Cyp7, Cyp8, Cyp27, Cp39, Cyp46, and Cyp51 subfamilies that have more liver-related functions, such as in cholesterol metabolism and in bile acid synthesis (see^4^ for a table of different Cyp family member functions). In the other direction, Tm7sf2-regulated IP genes that decreased in expression > 1.4-fold tended to have GO-functional categories associated with aspects of tissue differentiation (Figure 2F). Specifically the most enriched GO-process at ∼50-fold was negative regulation of osteoblast differentiation i.e. genes that are normally active in the liver to repress the alternative osteoblast differentiation pathway that somehow get recruited to the NE and repressed in the absence of Tm7sf2 function. The next most enriched was positive regulation of fat cell differentiation, and in this case, the opposite would apply because liver differentiates fat cells in addition to hepatocytes. This is consistent with previous studies suggesting that a role of tissue-specific genome organization is to strengthen repression of alternative differentiation pathways (Robson et al., 2016; de las Heras et al., 2017). Importantly, all but two of the genes that repositioned in both directions with appropriate expression changes had liver-related functions (*Tcf24* and *Mki67*; see Table 3).

Interestingly, a previous study exogenously overexpressing Tm7sf2 in the non-liver HT1080 human fibroblast cancer cell line tended to similarly alter the position and expression of liver genes (de las Heras et al., 2017); however, the specific genes changing tended to be different from those altered in the *Tm7sf2^–/–^* livers. For example, *Fmo3* exhibited a strong expression change corresponding to its repositioning in the mouse liver (Figures 1I, 2C), whereas in the HT1080 cells, *Fmo3* gene position and expression were both unaffected. Similarly, while Cyp2c38, Cyp2c39, and Cyp4a10 were all released from the NE and activated in the *Tm7sf2^–/–^* livers, none of the cytochrome P450 Cyp2c or Cyp4a genes were repositioned or altered in expression in the HT1080 fibroblasts. 

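In the mouse hepatocytes, *Cyp2c38* (chromosome 19, 39464046 to 39537565, minus strand) lay wholly in a WT LAD, and 69.7% of it remained in a KO LAD. The DR of 25.0 kb, from 39515277 to 39540263, took in its transcription start and 3 of its 9 exons. *Cyp2c39* (chromosome 19, 39585352 to 39643019, plus strand) had 88.2% of its span in a WT LAD and 27.6% in a KO LAD of 16.9 kb, from 39627083 to 39643987. Of its 9 exons, 2 were in LADs of WT only, 4 in LADs of both genotypes and 3 in neither. *Cyp4a10* (chromosome 4, 115190869 to 115206254, plus strand) was in a WT LAD from 1.13 kb past its transcription start onward, with 12 of 13 exons in it and none in a KO LAD. The nearest KO LAD began 0.810 kb past its 3′ end.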

Interestingly, the *Acsl4* gene was strongly affected here in liver cells, and the similarly important *Acsl5* gene was not, whereas in the HT1080 cells overexpressing TM7SF2, the *Acsl5* gene was strongly affected and not the *Acsl4* gene. This shows specificity for TM7SF2 targets, but whether the differences reflect the differences in the milieu of transcriptional regulators between fibroblast and liver cells or between human and mouse cells or something else remains unclear.

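*Acsl5* lies on chromosome 19 from 55327859 to 55371117 and was II. The nearest WT LAD was 213 kb and the nearest KO LAD 271 kb from its transcription start, and none of its 22 exons was in a LAD of either genotype. *Acsl4*, on the X chromosome from 138752536 to 138825078, was IP. The nearest WT LAD was 32.5 kb from the gene.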

Finally, in addition to the genes mentioned above with corresponding repositioning and expression changes, 15 genes changed position with expression changes in the opposite from the expected direction, and 102 additional genes changed expression in the *Tm7sf2^–/–^* mouse livers though the genes encoding them did not reposition. Some of this might potentially be explained by regulatory elements, such as enhancers being released to act on internal genes as we previously demonstrated in lymphocyte activation (Robson et al., 2017), but this could not be investigated without also doing Hi-C here. 

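*Nfkb1* lies on chromosome 3 from 135247619 to 135354511, on the minus strand, so that its promoter is at the higher coordinate. In the lists the gene was II, with none of its 25 exons in a LAD. The nearest LAD to its transcription start was 81.4 kb away in WT and 53.4 kb away in KO. It was II under each rule tried, including the 100 kb centered on the gene and LAD differences without a minimum length. A LAD in these lists is at least 10 kb long, so a change at a shorter stretch of promoter is outside what they hold.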

Promoters similarly could reposition independent of the gene body and so not be called by the algorithm determining DRs as was observed for the *Nfkb1* promoter (Figure 2G). Another possibility is that some of the genes changing expression and position might encode TFs that could have secondary effects on these other genes. Because TF factors are processive, a small expression change can be amplified for its targets; therefore, instead of using the > 1.4-fold expression change used above, we selected for changes that were statistically significant with a p-value FDR < 0.05 regardless of the fold change. This increased the number of genes changing expression from 143 to 261, among which were 29 TFs according to the TRRUST database of TFs (Table 4, top section). 

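Of the 37 genes of Table 4 that were located on NCBIM37 beyond those of Table 3, 35 were II and 2 were IP. *Ahr* (chromosome 12, 36182646 to 36219710) had 53.4% of its span and 3 of 11 exons in a KO LAD, and *Cry1* (chromosome 10, 84594447 to 84647799) had 22.7% and 5 of 13 exons. None of the 35 II genes touched a LAD of either genotype. KO LADs came closest to the transcription start at *Foxa1* (1.62 kb), *Morf4l2* (1.83 kb), *Ppargc1b* (2.57 kb), *Onecut1* (4.13 kb) and *Jun* (5.97 kb). With the 100 kb centered on the gene, 27 of the 35 stayed II. *Bcl6*, *Foxa1*, *Foxa3*, *Jun*, *Onecut1* and *Morf4l2* then became IP, *Nr1d2* PI and *Rnf6* AMB.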

Searching for their known targets among the 117 genes with > 1.4-fold expression changes in the *Tm7sf2^–/–^* mouse livers that either did not reposition or moved in the opposite from the expected direction for the expression change could account for only 21 of the 117 genes in this category (Figure 2H). Some well-known TRRUST database TFs, such as Jun and Ctnnb1, had many known targets listed, but 21 of the 29 TFs that changed expression have less than 15 known targets in this database, suggesting that the results in Figure 2H are underestimated. Checking the genes with altered regulation in the KO for GO terms associated with transcriptional regulation revealed additional 9 genes that could potentially account for such secondary effects (Table 4, middle section). We also manually checked the literature for Ppargc1a transcriptional targets as this PI gene had increased expression in the KO, finding a study that identified binding sites within the promoter regions of 558 genes in the human liver HepG2 cancer cell line (Charos et al., 2012). This list contained 12 targets among those changing expression in the KO by > 1.4-fold, all of which were among the group of II genes and 11 of which had not been identified in the TRRUST database analysis. Similarly, at least three other genes under Tm7sf2 positional regulation that did not appear in the TRRUST database have reported transcription regulation functions that could contribute secondary effects on the expression of non-repositioning genes altered in expression in the *Tm7sf2*-KO, but have too little known about their function to perform a useful bioinformatic analysis. One of these is transcription factor 24 (Tcf24) that was one of the two genes without a clear liver function, likely related to the fact that this TF has only two papers that mention it in lists. Similarly, Bicc1, though an RNA-binding protein, has been shown to affect gene expression by antagonizing miRNA activity (Tran et al., 2010) and was separately found in an expression profiling study to be altered in hepatic steatosis-driven fibrosis (Ramnath et al., 2018). Finally, little is known about Gm16551 function, but it has been found to be a regulator of the TF Srebp1c and lipogenesis in the liver (Yang et al., 2016). Accordingly, we searched our list of 117 genes with unaccounted for expression changes in the KO for Srebp1c targets, finding 6 targets. Thus, adding the manual analysis for just two transcriptional regulators for which more liver-specific transcription data were available nearly doubled the number of targets identified (Figure 2I).

**TABLE 4:** Transcriptional regulators.

TF gene name	Pos	Total targets	Δexp targets	Δexp non-repositioning targets
TRRUST*				
*Ahr*	IP	22	2	*Gsta1 Smoc2*
*Arntl*	II	12	1	*Dbp*
*Bcl6*	II	18	2	*Bcl6 Cdkn1a*
*Ccnd1*	II	1	0	
*Cry1*	IP	1	0	
*Ctnnb1*	II	62	1	*Tbx3*
*Dbp*	II	3	0	
*Foxa1*	II	10	0	
*Foxa3*	II	1	0	
*Foxo3*	II	9	0	
*Hhex*	II	1	0	
*Htatip2*	II	3	0	
*Jun*	II	131	3	*Pdk1 Ctse Jun*
*Klf1*	II	5	0	
*Mapk14*	II	1	0	
*Nfil3*	II	10	1	*Cyp7a1*
*Nr0b2*	II	19	4	*Nr5a2 Cyp7a1 Ppargc1a Cdkn1a*
*Nr1d2*	II	1	0	
*Nr1i2*	II	12	3	*Cd36 Ppara Cdkn1a*
*Nr5a2*	II	18	1	*Cyp7a1*
*Onecut1*	II	8	1	*Slc2a2*
*Parp1*	II	11	0	
*Ppara*	II	46	5	*Cyp7a1 Cd36 Retsat Gys2 Pxmp4*
*Ppargc1a*	PI	20	2	*Apoa4 Ppara*
*Ppargc1b*	II	3	0	
*Sfpq*	II	1	0	
*Tbx3*	II	10	2	*Onecut1 Cdkn1a*
*Tef*	II	1	0	
*Xbp1*	II	13	0	
+ GO:TR**				
*Fam129b*	II	–	–	–
*Scand1*	II	–	–	–
*Rnf6*	II	–	–	–
*Atoh8*	II	–	–	–
*Morf4l2*	II	–	–	–
*Hist1h1c*	II	–	–	–
*Ube2l3*	II	–	–	–
*H2*-*Ab1*	II	–	–	–
*Lpin2*	II	–	–	–
**Manually annotated**				
***Ppargc1a	PI	558	12	*Slc20a1 Dedd2 Lpin1 Pank1 Pik3ap1 Pxmp4 Nr0b2 Hsph1 Morf4l2 Hsp90aa1 Dusp1 Syvn*1
****Gm16551	IP	36	6	*Acss2 Nr0b2 Gck Cdkn1a Scd1 Elovl3*
*Tcf24*	IP	–	–	–

*First set limited to information available at TRRUST database of transcription factors.**Additional transcriptional regulators based on Gene Ontology (GO) search.***Data from Charos et al. (2012) Genome Res on Ppargc1a targets in liver HepG2 cells.****Targets shown are targets of Srebf1 (TRRUST database), which is known to be regulated by Gm16551 and contributing to adipogenesis in the liver, though the specific transcriptional targets of Gm16551 are unknown.

### Cholesterol Homeostasis Is Indirectly Affected by the Loss of *Tm7sf2*

In addition to its genome organization role, Tm7sf2 has C14 sterol reductase (C14SR) enzymatic activity that catalyzes one of the reactions of the postsqualene segment in the cholesterol biosynthesis pathway, involved in the conversion of lanosterol into cholesterol (Figure 3A). Therefore, we considered the possibility that it might additionally contribute to regulation of cholesterol biosynthesis pathways through a feedback loop by regulating other genes in the pathway. 

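Among 4 genes of cholesterol biosynthesis, *Cyp51*, *Msmo1*, *Lbr* and *Nsdhl*, the first 3 were IP and *Nsdhl* was II. *Msmo1* (chromosome 8, 67196936 to 67212589) lay wholly in a KO LAD of 33.2 kb, from 67195566 to 67228784, with all 6 exons, and the nearest WT LAD was 149.6 kb away. *Lbr* (chromosome 1, 183745447 to 183772532) also lay wholly in a KO LAD, of 69.7 kb, which extended a WT LAD that ended 13.8 kb from the gene. The paper's log2 signal over 100 kb at *Lbr* rose from -0.09 to 0.73. *Cyp51* (chromosome 5, 4081145 to 4104746) had 63.2% of its span and 8 of 10 exons in 2 KO LADs, the second of which held its transcription start. *Nsdhl* (X chromosome, 70163896 to 70203853) touched no LAD. A KO LAD of 37.2 kb began 100 bp past its 3′ end, and a WT LAD, part of it lost in the KO, ended 15.2 kb before its transcription start. Counting the 100 kb centered on the gene made *Nsdhl* AMB, and the other 3 stayed IP under every rule tried. The *Msmo1* FISH probe (67115518 to 67275946) had 56.6% of its length in KO LADs and none in WT LADs.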

Searching the DamID data for repositioning of genes involved in cholesterol biosynthesis in the *Tm7sf2^–/–^* mice revealed several IP genes both upstream and downstream of Tm7sf2 function in the cholesterol biosynthesis pathway, including *Cyp51*, *Msmo1*, *Lbr*, and *Nsdhl* (Figure 3B), respectively, encoding lanosterol 14α-demethylase, methylsterol monooxygenase 1, LBR (a functional homolog of Tm7sf2), and NAD(P)-dependent steroid dehydrogenase-like. We confirmed *Msmo1* repositioning by FISH (Figure 3C) and tested *Cyp51*, *Msmo1*, and *Lbr* transcript levels to check if the peripheral localization was associated with their repression (Figure 3D). Consistent with their presence at the NE in the KO and internal localization in the WT, expression levels were reduced for *Cyp51* and *Msmo1*; however, LBR that also repositioned according to the DamID data was not altered in expression. There were also examples of functionally relevant genes being only partly recruited to the NE. 

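At *Acsl4*, 25.2% of the span was in LADs of the KO and none in LADs of WT. The part lay in 2 pieces at the ends of the gene. A KO LAD of 42.5 kb, from 138810135 to 138852612, covered the transcription start and 14944 bases of the gene with exon 1, and a KO LAD of 46.9 kb, from 138708953 to 138755869, covered 3334 bases at the 3′ end with exon 16. The 14 exons between them were in no LAD.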

Roughly half of the *Acsl4* locus, encoding for acyl-CoA synthetase long-chain family member 4, was recruited to the nuclear periphery (IP) in *Tm7sf2*-KO cells (Figure 3B). *Acsl4* is required for cholesteryl ester synthesis from long-chain polyunsaturated fatty acids to provide substrates for steroidogenesis (Wang et al., 2019), and attenuated *Acsl4* expression in the liver results in insulin resistance due to altered very low-density lipoprotein (VLDL) metabolism (Singh et al., 2019).

**FIGURE 3:**
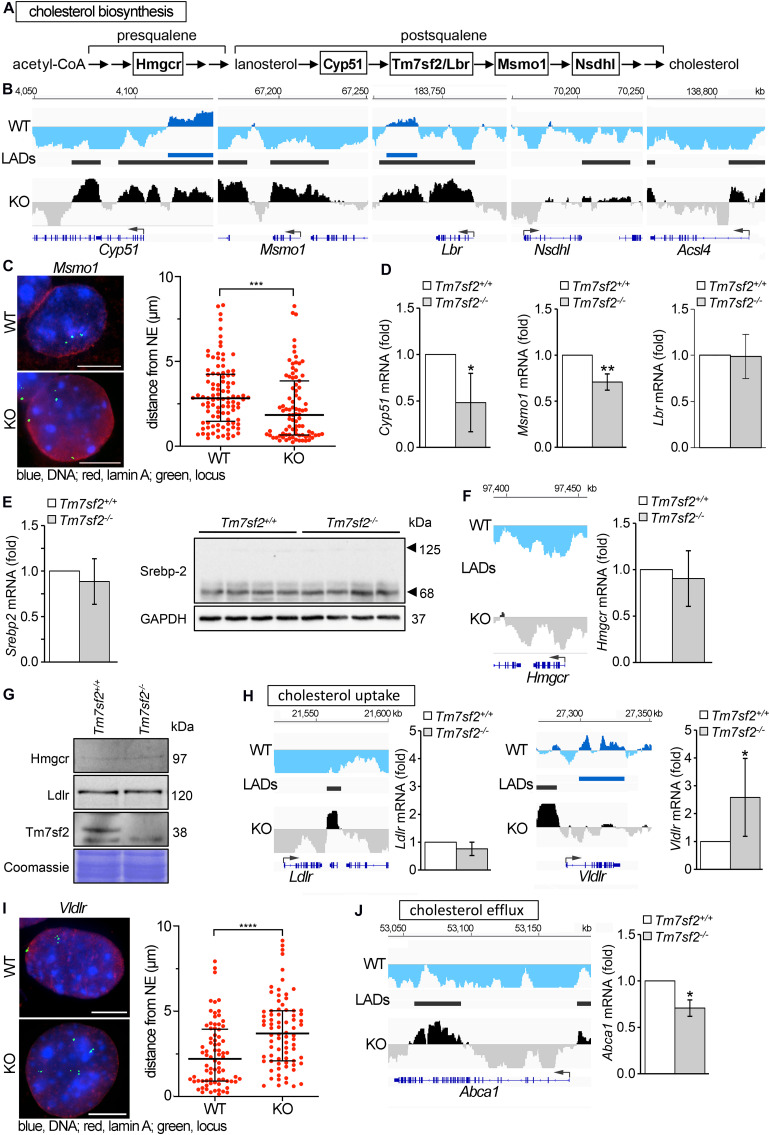
Genes affecting cholesterol homeostasis are altered by Tm7sf2 function. **(A)** Sequential steps in the cholesterol biosynthesis pathway with genes investigated here highlighted. **(B)** DamID traces of *Cyp51*, *Msmo1*, *Lbr*, *Nsdhl*, and *Acsl4* comparing cells from WT and *Tm7sf2*-KO livers. Signal plotted above the line indicates association with the nuclear periphery, and signal below the line indicates internal nuclear localization. The position of the genes is shown under the DamID trace. **(C)** FISH confirmation of *Msmo1* locus repositioning on the left and quantification of distance from the NE on the right in *Tm7sf2^+/+^* and *Tm7sf2^–/–^* primary hepatocytes. ***p < 0.005 using a Mann–Whitney test. Scale bar: 10 μm. **(D)** qRT-PCR analysis for the expression levels of *Cyp51*, *Msmo1*, and *Lbr* mRNA relative to *Hprt* in livers of *Tm7sf2^+/+^* (n = 6) and *Tm7sf2^–/–^* (n = 6) mice. Data are given as mean ± SD. *p < 0.05, **p < 0.01 with respect to *Tm7sf2^+/+^* mice; unpaired two-tailed Student’s *t*-test. **(E)** On the left, qRT-PCR analysis for the expression levels of *Srebp-2* mRNA relative to *Hprt* control of Srebp-2 livers of *Tm7sf2^+/+^* (*n* = 6) and *Tm7sf2^–/–^* (*n* = 6) mice and immunoblot analysis of Srebp-2 precursor (120 kDa) and mature (68 kDa) forms in total liver homogenates of *Tm7sf2^+/+^* (*n* = 4) and *Tm7sf2^–/–^* (*n* = 4) mice. Data are given as mean ± SD with no significant differences detected. On the right, Western blot for Srebp-2 protein levels using GAPDH as a loading control. A blot with representative samples is shown. **(F)** *Hmgcr* DamID trace as above and qRT-PCR analysis for expression levels as above with no significant differences detected. **(G)** The absence of Tm7sf2 and lack of a change for Srebp-2 target gene products Hmgcr and Ldlr were also confirmed at the protein level by immunoblot analysis on total membranes isolated from liver tissue of *Tm7sf2^+/+^* (*n* = 4) and *Tm7sf2^–/–^* (*n* = 4) mice. **(H)** DamID traces of cholesterol uptake genes *Ldlr* and *Vldlr* and qRT-PCR analysis of *Ldlr* and *Vldlr* and statistics as above. Expression levels are relative to *Hprt* in livers of *Tm7sf2^+/+^* (*n* = 6) and *Tm7sf2^–/–^* (*n* = 6) mice. **(I)** FISH confirmation and quantification of *Vldlr* in primary hepatocytes as in **(C)**, ****p < 0.001. Scale bar: 10 μm. **(J)** DamID trace of cholesterol efflux gene *Abca1* and qRT-PCR analysis of *Abca1.* Expression levels are relative to *Hprt* in livers of *Tm7sf2^+/+^* (*n* = 6) and *Tm7sf2^–/–^* (*n* = 6) mice and statistics as above.

*Tm7sf2*, along with several other genes involved in cholesterol biosynthesis and metabolism, is regulated by the Srebp-2 TF. Thus, we considered the possibility that expression changes might reflect loss of Srebp-2 rather than an effect of nuclear positioning. Testing both Srebp-2 gene expression and protein levels of the 68 kDa activated form and precursor (125 kDa) revealed that neither was changed in the *Tm7sf2-*KO (Figure 3E). Furthermore, Srebp-2 targets include not only *Ldlr* and *Msmo1* but also *Hmgcr* that is not repositioned (II) and does not change expression at either the mRNA or protein levels (Figures 3F,G). The absence of Tm7sf2 and lack of a change for the Srebp-2 target Ldlr were also evaluated at the protein and mRNA levels (Figures 3G,H), despite the formation of a LAD inside *Ldlr* in *Tm7sf2*-KO cells.

Overall levels of cholesterol were not altered in *Tm7sf2-*KO mice (Bennati et al., 2008). This was thought to be due to the Tm7sf2 paralog Lbr being sufficient for this function. However, there was a failure to increase cholesterol in response to ER stress and to inflammatory stimuli in the KO mice (Bellezza et al., 2013, 2015). This could be accounted for at least in part by the reduced expression in the *Tm7sf2-*KO of the cholesterol biosynthesis genes noted above that occur late in the synthesis pathway. At the same time, we wondered if other genes involved in cholesterol uptake and efflux could be impacted. In addition to *Ldlr*, the *Vldlr* gene encoding the VLDL receptor is also involved in cholesterol uptake and, though a LAD was formed upstream, was predominantly PI in the gene body and accordingly increased expression in the KO (Figure 3H). 

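*Vldlr* lies on chromosome 19 from 27290974 to 27328721, on the plus strand. A WT LAD of 30.7 kb, from 27300671 to 27331402, covered 18 of its 19 exons and was lost whole in the KO. The remaining exon, at the transcription start, was 9.70 kb from that LAD. A KO LAD of 23.9 kb, from 27261785 to 27285652, where WT had none, ended 5.32 kb upstream of the transcription start. With the 100 kb centered on the gene, which takes in both, *Vldlr* was AMB. The FISH probe (27304574 to 27344776) had 68.5% of its length in LADs of WT only and none in a KO LAD.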

The repositioning of *Vldlr* was additionally confirmed by FISH (Figure 3I). For cholesterol efflux, the gene encoding the ATP-binding cassette subfamily A member 1 (Abca1) was partly IP with LADs forming both upstream and in the 3′ end of the gene and a corresponding slight decrease in expression (Figure 3J). 

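*Abca1* lies on chromosome 4 from 53043659 to 53172767, on the minus strand, and no WT LAD lay nearer than 27.7 kb. A KO LAD of 34.5 kb, from 53058265 to 53092717, covered 22 of its 50 exons in the 3′ part of the gene. A second KO LAD, of 10.4 kb from 53178309 to 53188707, lay 5.54 kb upstream of the transcription start, and another, of 39.1 kb, lay 7721 bp past the 3′ end. The remaining 28 exons were in no LAD.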

Whereas *Vldlr* moved away from the NE, *Abca1* moved to the NE, and accordingly, *Abca1* was downregulated, and *Vldlr* was upregulated (Figures 3H,J).

### *Irs1* and *Irs2* Genes Are Mispositioned With Corresponding Defects in Insulin Pathways and a Mild Diabetic Phenotype in Mice

Several genes associated with insulin function or glucose metabolism and/or linked to diabetes were identified as repositioning concomitantly with a change in expression (Figure 4A). These include *Atp6v0d2* encoding ATPase H+ transporting lysosomal V0 subunit D2 that is involved in insulin receptor recycling, *Ces1g* encoding carboxylesterase 1G that is involved in insulin resistance, and *Irs1* and *Irs2* encoding the insulin receptor substrate 1 and insulin receptor substrate 2 proteins that regulate insulin signaling. Both *Irs1* and *Irs2* have new LADs forming proximal to their first exons in the KO (IP), and this was confirmed for *Irs1* by FISH (Figure 4B). 

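*Irs1* (chromosome 1, 82229676 to 82287991, minus strand) was IP. A KO LAD of 14.2 kb, from 82265179 to 82279369, lay within the gene between its 2 exons and made up 24.3% of the span, and neither exon was in it. Another KO LAD, of 16.7 kb from 82291417 to 82308111, lay 3.43 kb upstream of the transcription start. No WT LAD was nearer than 25.1 kb to the gene. The paper's log2 signal over 100 kb at *Irs1* was -0.51 in WT and -0.21 in KO. The *Irs1* FISH probes at 82257681 to 82301126 and 82297669 to 82336033 had 55.0% and 27.2% of their length in KO LADs and none in WT LADs. *Irs2* (chromosome 8, 10986980 to 11008458, minus strand) was II under every rule tried. The nearest KO LAD was 127 kb and the nearest WT LAD 94.0 kb from its transcription start.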

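*Ces1g* lies on chromosome 8 from 95826268 to 95861207 and *Atp6v0d2* on chromosome 4 from 19803988 to 19849752, both on the minus strand. At *Ces1g*, a LAD lay over the 3′ end in both genotypes, from 95818832 to 95829280 in WT and from 95811989 to 95843726 in KO. The KO LAD reached 14.4 kb further into the gene, so that 8.62% of the span was in WT LADs and 50.0% in KO LADs. Exons 10 to 13 and an edge of exon 9 were in a LAD of KO only, and exon 14 was in LADs of both. A WT LAD of 14.8 kb, from 95862519 to 95877325, lay 1.31 kb upstream of the transcription start and was lost in the KO. The span was therefore IP, and the 100 kb centered on the gene, which takes in the lost LAD, was AMB with the balance of IP over PI bases at -0.361%.

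*Atp6v0d2* was AMB, with 38.2% of its span in a WT-only DR and 8.81% in a KO-only DR. Exons 3 to 8 (19803988 to 19818003) were in a WT LAD that the KO lost over the gene. Exon 2 (19837734 to 19837905) was in LADs of both genotypes, and exon 1 (19849515 to 19849752) was in a LAD of KO only. With at least 10% of the span asked for, *Atp6v0d2* was PI, and by the transcription start only it was IP.

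**Figure D7:**
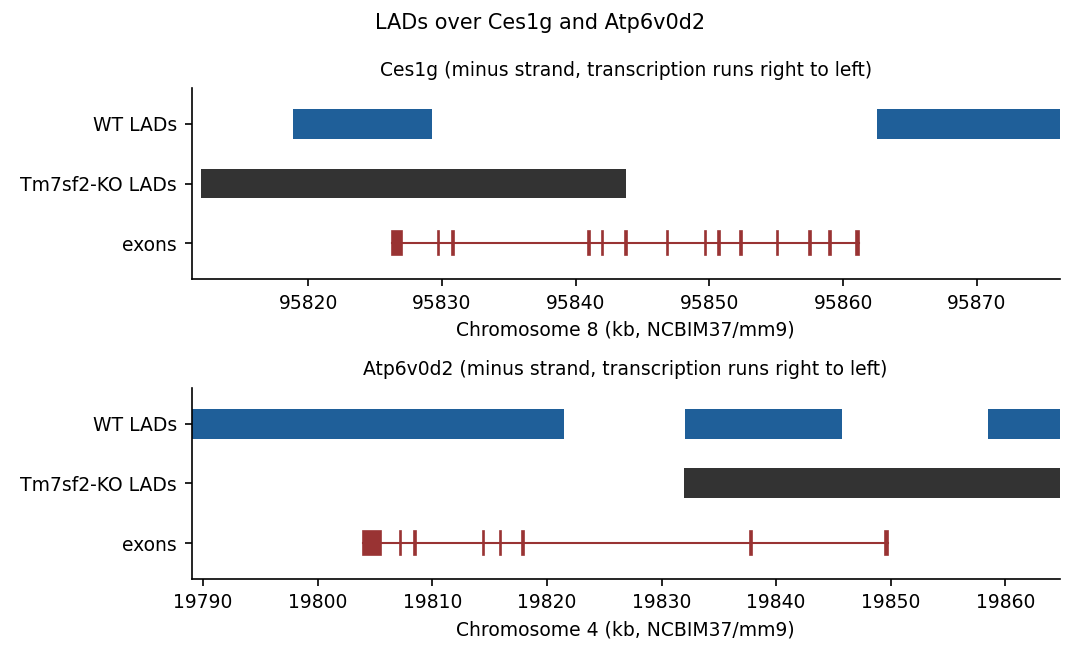
WT LADs, *Tm7sf2*-KO LADs and exons along *Ces1g* (chromosome 8) and *Atp6v0d2* (chromosome 4), with position in kb of NCBIM37/mm9. The KO LAD at *Ces1g* covers exons 10 to 14 and the WT LAD upstream of the gene has no KO counterpart, and at *Atp6v0d2* exons 3 to 8 are under a WT LAD only.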

*Ces1g* has a LAD that overlaps with the C-terminus in both the WT and KO, but in the KO it loses a LAD overlapping with the start of the gene (PI), whereas *Atp6v0d2* has a mixed pattern that is mostly PI with exons 2, 3, 5, 7, and 8 in LADs in WT liver cells that are lost in the KO though the start of the gene seems to be gaining a LAD. Despite the fact that some LADs remained on both *Ces1g* and *Atp6v0d2*, the expression data from the KO livers (Bennati et al., 2008) reveal both being moderately upregulated, consistent with their being predominantly PI. All *Atp6v0d2* probes in the microarray were in the PI 3′ region of the gene so it was not possible to distinguish from this data whether exon 1 that entered a LAD was absent; however, there is a predicted splice variant and internal promoter (XM_017320194) at the 3′ PI regions.

**FIGURE 4:**
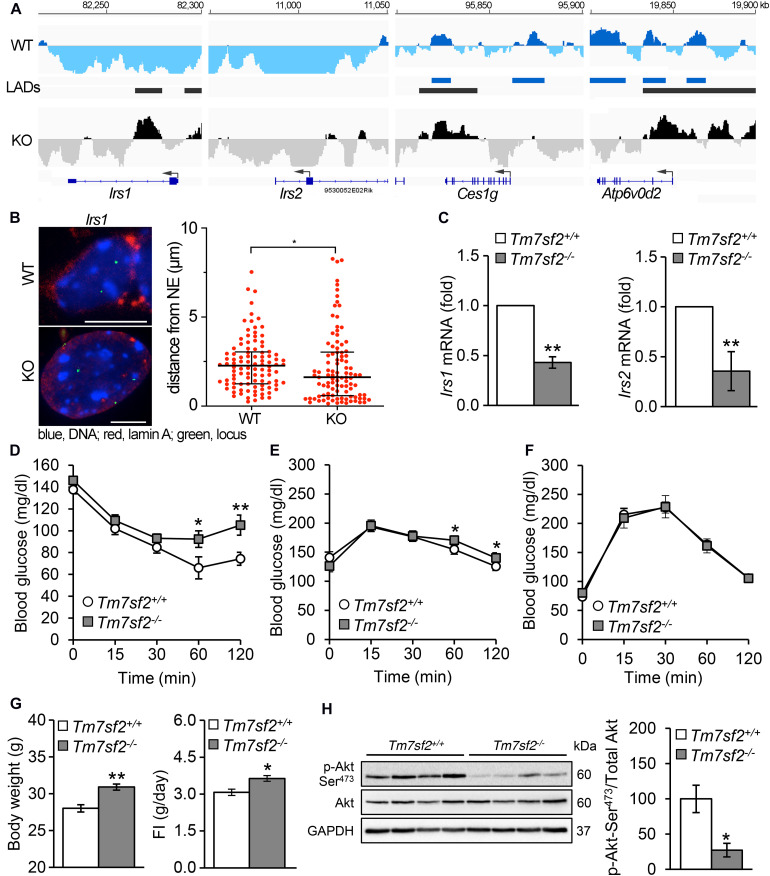
Insulin signaling pathways are defective in *Tm7sf2^–/–^* mice. **(A)** DamID traces of genes *Irs1*, *Irs2*, *Ces1g*, and *Atp6v0d2* as in Figure 3. **(B)** FISH confirmation of locus mispositioning for *Irs1* in *Tm7sf2^+/+^* and *Tm7sf2^–/–^* primary hepatocytes; quantification and statistics as in Figure 3C, *p < 0.05. Scale bar: 10 μm. **(C)** *Irs1/2* genes downregulated. qRT-PCR analysis for the expression levels of *Irs1* and *Irs2* mRNA relative to *Hprt* in livers of *Tm7sf2^+/+^* (*n* = 5) and *Tm7sf2^–/–^* (*n* = 5) mice fed with a chow diet. Data are given as mean ± SD. **p < 0.01 with respect to *Tm7sf2^+/+^* mice; unpaired two-tailed Student’s *t*-test. **(D)** Insulin tolerance tests, resting. Plasma glucose concentration during intraperitoneal insulin tolerance test (ITT) of *Tm7sf2^+/+^* (*n* = 9) and *Tm7sf2^–/–^* (*n* = 11) mice. Data are given as mean ± SEM. *p < 0.05, **p < 0.01 with respect to *Tm7sf2^+/+^* mice; unpaired two-tailed Student’s *t*-test. **(E)** Glucose tolerance tests, resting. Plasma glucose concentration during intraperitoneal glucose tolerance test (GTT) in fed condition of *Tm7sf2^+/+^* (*n* = 10) and *Tm7sf2^–/–^* (*n* = 12) mice. Statistics as in **(D)**. **(F)** Glucose tolerance test after fasting. Plasma glucose concentration during intraperitoneal glucose tolerance test (GTT) in fasted (O/N) condition of *Tm7sf2^+/+^* (*n* = 14) and *Tm7sf2^–/–^* (*n* = 9) mice. Statistics applied as in **(D)** yielded no significant differences. **(G)** Body weight of 1-year-old WT (*n* = 8) and *Tm7sf2^–/–^* (*n* = 8) mice (left) and daily food intake of WT (*n* = 19) and *Tm7sf2^–/–^* (*n* = 13) mice (right). Data are given as mean ± SEM. *p < 0.05, **p < 0.01 with respect to *Tm7sf2^+/+^* mice; unpaired two-tailed Student’s *t*-test. **(H)** Akt phosphorylation. Immunoblot analysis for phosphorylated form of Akt (Ser473) in liver lysates obtained from *Tm7sf2^+/+^* (*n* = 6) and *Tm7sf2^–/–^* (*n* = 6) mice fed on a chow diet. GAPDH was used as loading control. A blot with representative samples is shown. Graph on the right represents the mean ratio (%) ± SD of Akt Ser473 phosphorylation over total Akt levels. *p < 0.05, unpaired two-tailed Student’s *t*-test.

We decided to focus on the two Irs genes because mutations in *Irs1* are linked to type II diabetes and susceptibility to insulin resistance (Laakso et al., 1994). Irs1 is a signaling adaptor that is phosphorylated by insulin receptor kinase. Phosphorylation of Irs1 prevents its association with the insulin receptor and thus can inhibit insulin action and result in insulin resistance. *Irs2* is a paralog of *Irs1* encoding insulin receptor substrate-2, which is similarly phosphorylated by insulin receptor kinase and linked to diabetes (Almind et al., 1999; Mammarella et al., 2000), but additionally has haplotypes associated with severe obesity (Lautier et al., 2003). The drop in expression for both *Irs1* and *Irs2* was confirmed in the KO livers (Figure 4C). As might be expected from their function in insulin pathways, the *Tm7sf2^–/–^* animals exhibited a mild insulin resistance phenotype. WT animals cleared blood glucose more efficiently than the KOs, particularly at later timepoints, for both insulin tolerance tests (Figure 4D) and glucose tolerance tests (Figure 4E) under normal conditions. However, interestingly, in fasted animals for glucose tolerance tests, a difference was no longer detectable (Figure 4F). Consistent also with the obesity linkage to *Irs2* mutations (Lautier et al., 2003), the mice exhibited some weight gain (Figure 4G).

Akt is a kinase that plays a central role in regulating insulin receptor signaling downstream of *Irs1* and *Irs2*, as well as many other components of insulin pathways, and it is phosphorylated in its activated state (Alessi et al., 1996, 1997; Yecies et al., 2011). Therefore, we considered the possibility that it might work together with the repositioning changes in *Irs1* and *Irs2*, and in supporting the expression changes. Akt levels themselves were not appreciably altered in the KO, but Akt phosphorylation was strongly inhibited in *Tm7sf2*-KO liver, indicating a possible defective insulin signaling that could lead to obesity and diabetes (Figure 4H).

### Tm7sf2 Sterol Reductase Function May Contribute to Its Gene Repositioning Function

It is not known whether Tm7sf2 can directly bind chromatin/DNA as has been demonstrated to be the dominant function for its homolog LBR (Ye and Worman, 1996; Makatsori et al., 2004; Solovei et al., 2013), especially as the mapped LBR HP1-binding site is not shared by Tm7sf2. However, both LBR and Tm7sf2 have 3beta-hydroxysterol Delta(14)-reductase activity (Silve et al., 1998; Bennati et al., 2006), and this activity was suggested to be important for the pathophysiology of Greenberg skeletal dysplasia caused by LBR mutations (Waterham et al., 2003). Moreover, since the protein is in both the NE and ER (Roberti et al., 2002; Schirmer et al., 2003; Malik et al., 2010; Korfali et al., 2012; Capell-Hattam et al., 2020), it is hard to determine if its effects on genome organization are direct from the NE or indirect from the ER. Therefore, to test if the sterol reductase function is important for the gene repositioning activity, we generated point mutations in human *TM7SF2* and expressed these from lentiviral vectors in acutely isolated *Tm7sf2^–/–^* hepatocytes from the KO animals.

Mutants were chosen to block different aspects of the sterol reductase activity (Figure 5A), based on comparative structural studies between human TM7SF2 and its homologous MaSR1 (Li et al., 2015). Mutation 1.2, R386A, was not able to functionally complement the defective *erg-3* homolog in *Neurospora crassa* or the *erg-24* homolog in *Saccharomyces cerevisiae* (Prakash and Kasbekar, 2002). Mutation 2.5, W343A/Y405A, disrupts the NADPH binding site, whereas mutation 3.1, Y233F/D354A, alters the putative cholesterol 3-OH binding site, and both are catalytically inactive (Li et al., 2015). Note that all mutations occur in conserved residues within absolutely conserved regions between mouse and human (Supplementary Figure 1), and several of the mutations occur in the last two transmembrane domains that were not originally predicted but indicated from a recent structural study (Li et al., 2015). All transduced mutants in the KO background expressed to similar levels and even higher than the WT rescue (Figure 5B). This lends greater credibility to any rescue defects of the mutants as it was previously shown that Tm7sf2-directed chromosome repositioning increases with its expression (Zuleger et al., 2013).

**FIGURE 5:**
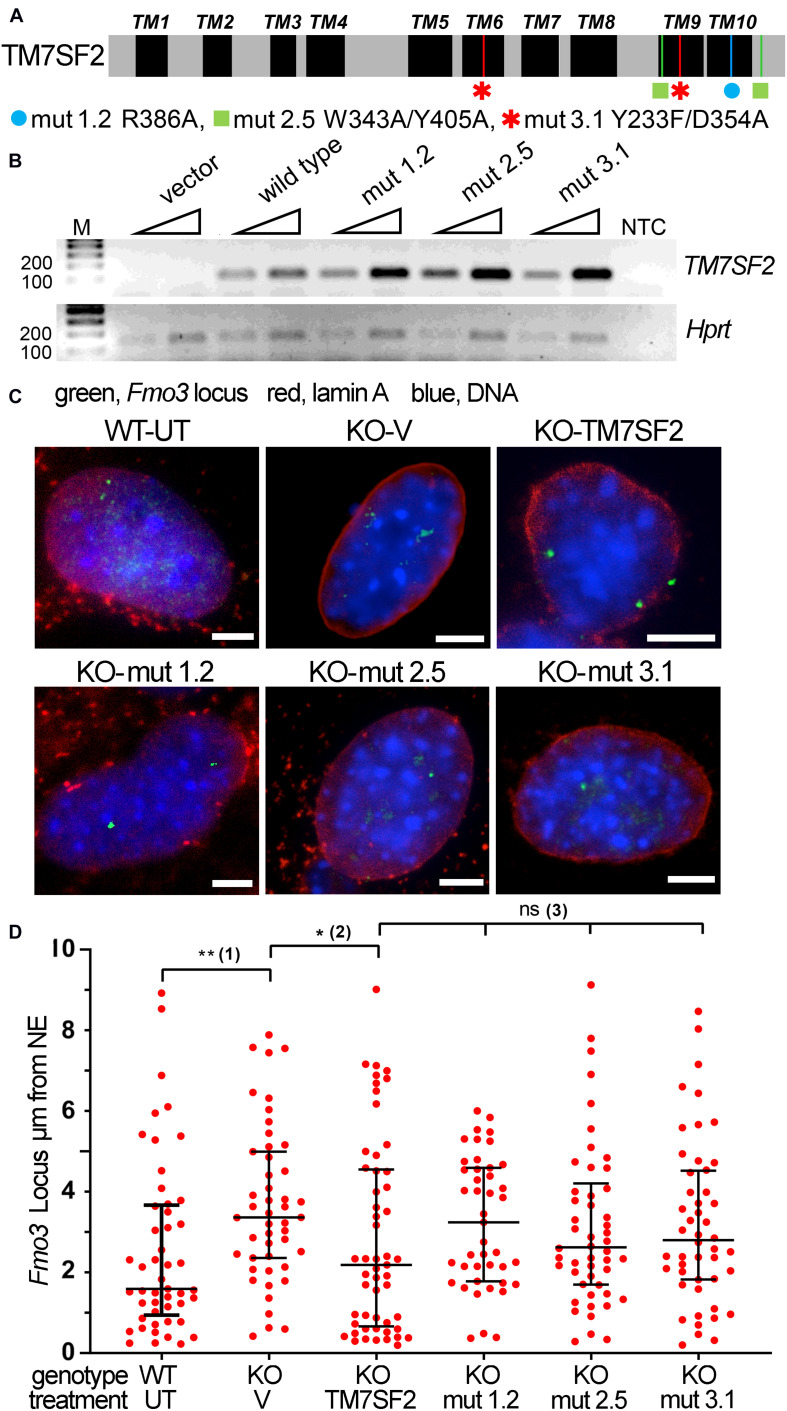
Tm7sf2 gene repositioning function requires enzymatic activity intact. **(A)** Schematic illustration of TM7SF2 linear protein sequence with transmembrane domains (TMs) highlighted in black and the position of mutations shown with a different color for each mutant. Note that although TM7SF2 was historically thought to have only 8–9 TMs (Silve et al., 1998; Roberti et al., 2002), a recent structural study (Li et al., 2015) indicated 10. **(B)** Mutant expression level. PCR analysis of WT human *TM7SF2* and its mutants in *Tm7sf2^–/–^* primary hepatocytes after 72 h of transduction. Two different amounts of starting template were used (25 and 50 ng of cDNA, triangles). Human and mouse primers were used for *TM7SF2* and *Hprt* amplification, respectively. M, DNA ladder markers. NTC, no template control. **(C)** FISH images of *Fmo3* locus from WT untransduced (WT-UT) primary mouse liver cells and rescue experiment expressing the empty vector (V) or human WT TM7SF2 and mutants in the mouse *Tm7sf2^–/–^* cells (KO). Scale bar: 5 μm. **(D)** Quantification of panel **(C)** FISH data distance from the NE. *p < 0.05, **p < 0.01, ns = non-significant, using a Kruskal–Wallis test, followed by *post hoc* Dunn correction. Statistical tests for analyzing the differential position of the Fmo3 locus were carried out against relevant controls. Compared with the WT-UT cells, the *Fmo3* locus is significantly shifted to the nuclear interior in KO-V cells that express an empty vector (1). Transduction of the human TM7SF2 vector tethers the *Fmo3* locus to the periphery compared with transduction with an empty vector (2). In contrast, the TM7SF2 mutants fail to reposition the locus to the nuclear periphery (3).

FISH for the *Fmo3* gene was performed on the primary cultured liver cells at 48 h of Tm7sf2 expression (Figure 5C). Expression of the WT Tm7sf2 rescued the NE positioning, whereas this was less so for all three point mutations. Quantification of locus positioning not only confirmed the restoration of NE proximity in KO cells expressing WT Tm7sf2 compared with those transduced with an empty vector (KO-V) but also further revealed a distribution with more loci in direct proximity to the NE (Figure 5D). The distributions of all three mutants were focused between the distributions for the KO with the vector rescue and the distributions for the WT rescue; however, none reached statistical significance compared with the empty vector control (KO-V). Thus, the sterol function may indirectly contribute to the gene repositioning function, but it is not essential.

## Discussion

Nearly all of the set of 26 genes that changed both position and expression upon *Tm7sf2-*KO have clear liver functions, many of which impact on important metabolic pathways that can explain animal pathology, particularly regarding cholesterol biosynthesis and insulin regulation as demonstrated here. Why this particular set of genes is under Tm7sf2 position–expression regulation remains unclear as does the mechanism, largely because of our inability to distinguish whether additional genes with expression changes that did not reposition were related to Tm7sf2 enzymatic function or secondary and tertiary transcriptional cascades. However, the focused gene set and important effects on animal physiology from knocking down this highly liver-expressed NET are consistent with our earlier studies (Zuleger et al., 2013; Robson et al., 2016, 2017; de las Heras et al., 2017), arguing for the importance of studying genome organization in actual tissues. Moreover, the insulin and cholesterol pathways impacted by the loss of this NE protein require highly complex regulation, and accordingly, it should not be surprising that genome organization also contributes. Insulin signaling, which acts through the Akt pathway, could be influenced by alterations in the levels of total cellular cholesterol or in the composition of cholesterol-enriched membrane microdomains (Sanchez-Wandelmer et al., 2009; de Castro Fonseca et al., 2018).

However, the lower levels of phosphorylated Akt in the livers of *Tm7sf2^–/–^* mice could be explained by additional mechanisms (e.g., control in *Irs1* and *Irs2* expression), alternatively to the cholesterol biosynthesis defect. In fact, *Tm7sf2*^–/^*^–^* mice display no major differences in total or esterified cholesterol levels, with respect to WT mice (unpublished data), thanks to the presence of the vicarious C14SR activity exhibited by Lbr.

Although a different study is required to test it, we posit that the effect of Tm7sf2 loss on expression of several genes in the cholesterol uptake, biosynthesis, and efflux pathways may indicate a novel feedback loop.

Even though the regulation of Tm7sf2 subcellular distribution and its related functions remain largely unexplored, the function of Tm7sf2 in gene repositioning can potentially explain some other data previously reported for this protein. Apart from its clear enzymatic role in cholesterol biosynthesis (Bennati et al., 2008), Tm7sf2 has been shown to be important for liver regeneration (Bartoli et al., 2016), in skin papilloma formation (Bellezza et al., 2015), and affecting nuclear factor kappa B (NF-κB) activity and *TNF*α expression (Bellezza et al., 2013; Gatticchi et al., 2015). While these could follow from indirect effects on signaling pathways, from a defect in cholesterol biosynthesis, or another sterol synthesis pathway involving Tm7sf2, its gene repositioning activity could easily affect expression of genes involved in these other functions. For example, one function of gene repositioning NETs in muscle differentiation is to repress cell cycle genes by recruiting them to the NE since myotubes are non-proliferative (Robson et al., 2016), and indeed, some cell cycle genes were altered by TM7SF2 in the human HT1080 cell line (de las Heras et al., 2017), and here, one of the two genes with less clear liver-specific functions, *Mki67*, has a general function associated with cell proliferation (Izumi et al., 2018). Similarly, the reported changes in NF-κB activity and *TNF*α expression in the *Tm7sf2*-KO mice (Bellezza et al., 2013; Gatticchi et al., 2015) might be influenced by the promoter of the *Nfkb1* gene that encodes NF-κB, being under Tm7sf2 positional control, as well as two TFs (Parp1 and Jun) that act on NF-κB, and being altered in the KO. Moreover, the Akt kinase that we reported was misregulated can act on post-transcriptional regulation of NF-κB (Malanga et al., 2015).

In addition to the cholesterol biosynthesis and insulin signaling pathways that were particularly affected here, there is some indication of a function for Tm7sf2 in ER stress response pathways. We predict that the large increase in *Fmo3* gene function could potentially overwhelm the liver with production of metabolites that cannot be obtained from diet, potentially resulting in ER stress. Both *Fmo3* and its paralog *Fmo2* are under similar regulation. 

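*Fmo2* lies on chromosome 1, from 164804448 to 164828857, on the minus strand. It was II, with none of its 9 exons in a LAD. The nearest WT LAD began 4.37 kb from its transcription start, and the first 24.6 kb, from 164833224 to 164857810, of that LAD were a WT-only DR. With the 100 kb centered on the gene, *Fmo2* was PI. The paper's log2 signal over 100 kb at *Fmo2* was 0.10 in WT and -0.57 in KO.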

Several other genes that could potentially affect ER stress are also under this positional regulation, being increased in expression in the *Tm7sf2^–/–^* mice. These also include *Hao2* encoding hydroxyacid oxidase 2 and several cytochrome P450 family members. Cyp2a4, Cyp2b9, Cyp2c39, Cyp2c54, Cyp4a10, and Cyp4a14 all have multiple exons in LADs in the WT liver cells that are not in LADs in the KO cells. This generally correlates with de-repression/increased expression from 2- to 4-fold over WT.

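The exons of these 6 genes were placed in the LADs of each genotype. *Cyp2b9* (chromosome 7, 26958430 to 26995680) had 4 of 9 exons in a LAD of WT only and 5 in neither. *Cyp2a4* (chromosome 7, 27092209 to 27100107) and *Cyp4a14* (chromosome 4, 115158805 to 115168747) had no exon in a LAD of either genotype. The nearest WT LAD was 13.8 kb from *Cyp2a4* and 16.99 kb from *Cyp4a14*, and both were PI when the 100 kb centered on the gene was counted. *Cyp2c54* (chromosome 19, 40112431 to 40148301) had 70.8% of its span in a WT LAD and nearly all of it in a KO LAD, with 5 exons in a LAD of KO only and 4 in LADs of both. WT-only DRs of 48.0 and 22.5 kb flanked it, at 2343 and 3238 bp from the gene. Its call was IP, and over the 100 kb centered on the gene the balance of IP over PI bases was -41.8%.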

The small subset of repositioning genes also altered in expression together with their liver specificity would seem to indicate that the repositioning is only able to influence expression when a particular milieu of transcriptional regulators is present. One hypothesis would be that a transcriptional regulator sitting on the gene interacts with Tm7sf2 and mediates the repositioning; however, there is no shared promoter element signature of the set of genes under this kind of regulation by Tm7sf2, with the exception that several are known substrates of Srebp-2. This observation, however, provides one of the strongest supports to date of the importance of genome position to gene regulation because the finding that TF Srebp-2 was unchanged confirms that the defect in gene expression for the genes undergoing repositioning cannot be due to a loss of the TF that drives them. The regulation of these genes in the cholesterol biosynthesis pathway has been studied for many years and is well understood (Hua et al., 1993; Schiavoni et al., 2010), so there is no doubt that the difference in expression must be due to the change in position between the nuclear interior and the NE, providing an additional layer of regulation mediated by the Tm7sf2 genomic function. It is important to note in this regard that the function of spatial genome organization appears to be to fine-tune gene regulation as opposed to being an on/off mechanism and as such is a branch of epigenetics.

There were also many genes that changed expression without changing position in the KO mouse. Many of these can be explained by cascading secondary and tertiary effects of transcriptional regulators where the starting changes are due to the gene repositioning altering expression in a small subset. While our analysis of existing TF data was only able to explain 13.5% of the genes with altered expression that did not have corresponding repositioning changes in the KO mouse liver cells, the fact that manual analysis of just two transcriptional regulators identified nearly as many of these as the bioinformatic analysis using the TRRUST database for 29, and that we found 41 transcriptional regulators to be altered as candidates for this function would suggest that indirect effects of transcriptional regulator may account for a significant proportion of the altered genes that appeared unlinked to the repositioning function. While the TRRUST database sets a high bar for directly confirmed regulation, the fact that it listed only 20 targets for Ppargc1a whereas 558 were found by Charos et al. (2012) when using the liver HepG2 cancer cell line further highlights the importance of determining transcriptional targets of each transcriptional regulator in the particular tissue being investigated. The lack of known targets both in general cell lines and in liver tissue for potential RNA targets of Bicc1, such as miRNAs and LncRNAs (Tran et al., 2010), further highlights deficiencies that need to be addressed before a proper assessment can be made of how many of the unaccounted expression changes are due to such secondary effects, but the finding of Bicc1 to be altered in hepatic steatosis-driven fibrosis (Ramnath et al., 2018) further underscores the relevance of such interactions and the importance of focusing associated investigations specifically in the liver system.

Nonetheless, with both its gene repositioning function and its enzymatic function, it is difficult to distinguish the relative contributions of each to different cells or organismal phenotypes. The intermediate effect on gene repositioning for the point mutations that block the sterol dehydrogenase function of Tm7sf2 might indicate that the function requires both Tm7sf2 being involved in a physical tether, and that a transcriptional regulator that is induced by a product of its sterol dehydrogenase function mediates its interaction with the locus. Indeed, the specific inhibition of C14SR activity in cultured cells leads to the accumulation of sterol intermediates able to activate nuclear receptors signaling (e.g., LXRα) (Gatticchi et al., 2017). However, since LBR and Tm7sf2 have the same dehydrogenase function, one might expect LBR to be able to still produce the cofactor, as well as to accomplish cholesterol biosynthesis. Nonetheless, this might also indicate that its substrate binding pocket is required for the interaction with this partner, which could explain all the above results. Unfortunately, the data still cannot unambiguously distinguish between a direct tether function and an indirect function requiring its enzymatic activity.

Regardless, the set of genes that changed both position and expression was nearly all important for liver function, indicating the importance of studying genome organization in tissues as opposed to cell culture systems. In our previous work in this area, we tested the overexpression of the muscle NET PLPP7/NET39 in a cancer fibroblast cell line where it altered genome organization, but only 20% of the affected genes were muscle-related genes (de las Heras et al., 2017). We tested it again in C2C12 cells, an immortalized tissue culture system recapitulating myogenesis, where 75% of genes altered by its knockdown were muscle-related genes (Robson et al., 2016). In that same study, the percentage of genes affected by two other muscle NETs WFS1 and Tmem38a that were muscle-related was 64 and 70%, respectively. Critically, the genes under Tm7sf2 radial genome positional regulation in primary mouse liver cells exhibited minimal overlap with genes under TM7SF2 regulation in the human HT1080 fibrosarcoma cancer cell line. While those that did overlap were clearly functionally relevant (Supplementary Table 3), closer to primary tissue is clearly better as here, using cells directly isolated from mouse livers, more than 90% of the genes affected had liver-related functions.

In conclusion, by showing that the Srebp-2 TF driving expression from several of the Tm7sf2 affected loci was unchanged, this study has been able to isolate the effects of gene position from other changes during differentiation that made conclusions difficult in other studies, while using a more tissue-based primary cell system. The changes were consistent with NET-directed changes in our previously published myogenesis study (Robson et al., 2016) where positioning does not turn genes on or off, but affects their expression generally 2–4-fold. Most importantly, the fact that Tm7sf2 could also alter the regulation of genes associated with liver functions in HT1080 cells, but the specific gene targets mostly differed from those in actual liver tissue with very little overlap emphasizes the importance of using actual tissues when studying genome organization and strongly argues against the use of cancer cell lines to study tissue-specific aspects of genome organization.

## Data Availability Statement

DamID data and a table integrating its analysis with the expression data are available on NCBI GEO with ID GSE151044. Raw microarray data and the subsequent processed data used in this study are available on NCBI GEO with ID GSE155762.

## Ethics Statement

The animal study was reviewed and approved by Animal Care and Use Committee of Perugia University and the Italian Ministry of Health.

## Author Contributions

LG performed most experiments and managed mice. JH performed DamID and all bioinformatics. AS performed FISH experiments in Figures 3–5. NZ initiated the study of NET47/Tm7sf2 and performed FISH experiments in Figure 1. RR generated the *Tm7sf2* knockout mouse and oversaw experiments at U. Perugia. ES wrote the manuscript and oversaw experiments at U. Edinburgh. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

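Lamina-associated chromatin was measured by DamID in primary hepatocytes of WT and *Tm7sf2*-KO mice. The 4 libraries, Dam-LaminB1 and Dam only for each genotype, each came from the pooled DNA of 4 mice, and each was mapped to its genotype and construct from the sample labels and the paper. The authors mapped the reads to mm9, computed the log2 ratio of Dam-LaminB1 to Dam only per *DpnI* fragment, and called LADs by circular binary segmentation in DNAcopy with default settings. The deposited files used here are 2 LAD lists and 2 DR lists, which hold intervals without a signal or score per region. The paper's text does not name the aligner. The deposited DRs are the parts of one LAD list outside the other, with stretches under 10 kb left out. This was checked by repeating the subtraction, which returned all 7787 WT-only and all 8208 KO-only DRs with identical borders.

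The lists were compared with the NCBIM37 genome and its GENCODE annotation, the same assembly as mm9, and no LAD ran past the end of a chromosome. Positions are 1-based. The lists cover 21 chromosomes (1 to 19, X and Y). Lengths, numbers and covered bases were computed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, GATC sites and base composition with pysam 0.24.0 and samtools 1.23.1, and the figures with matplotlib 3.10.9. The interval steps were tested on simulated data: subtraction of LAD lists (140 regions), joining across gaps (133 regions), covered bases (500 intervals), gene classes (500 gene spans) and KO LADs inside a WT LAD (71 LADs) each came out with 0 errors.

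Genes were classed by their span with an overlap of at least 1 base with a DR, after the paper's definitions of PI, IP, PP, II and AMB. Exons were those of the protein-coding transcript with the most exonic bases, where the gene has one. The rule for the genes named in the text took every gene that the paper's results name for a DamID position, with those of Table 3 and Supplementary Table 3, and the 3 longest LADs and DRs of each genotype. The genes of Table 4, *Acsl5*, the genes of the Discussion (*Fmo2*, *Cyp2a4*, *Cyp2c54* and *Cyp4a14*) and the receptor gene families were added after the data had been examined, the first 3 groups because the paper makes a statement about their position. Genes of the paper that the annotation lists under an older symbol were found through the synonyms of a later assembly (GRCm38.p6), of which no coordinate was used. The ratio of PI to IP coverage on chromosome 19 was set against 10000 windows of the same length drawn at random from the other chromosomes (seed 20200). Random placements for base composition were drawn 100 times. Proportions of DRs carry 95% Wilson intervals, which cover counting error only.

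The paper states the depth as 63.2 M usable reads for WT and 33.8 M for KO. With 1 pooled library pair per genotype, no test between genotypes was made, and no spread between animals can be given. A value without such a spread was counted as unchanged under another setting when it stayed within its 95% interval or, for numbers and sizes, within a factor of 1.5. For the share of WT LAD bases lost on chromosome 19, that interval took every base as a separate trial. It was therefore so narrow that almost any change counted as moved.

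The named-gene rule, the main settings and the alternatives (joined LADs, longer minimum lengths, autosomes only, without chromosome 19, and other overlaps between genes and DRs) were chosen before the data were examined. Joining LADs across gaps of up to 100 kb was added after seeing the data. The copy of Supplementary Table 1 used here is shortened, so its genes were compared one at a time and never tested as a set. The DamID profiles themselves, the FISH measurements (only the positions of the probes were used), the expression data and the human HT1080 data are not analysed here. Some genes that the paper discusses are not reported here.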

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

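None of the tests in this part was chosen only after the result it measures was seen, although the patterns themselves had been seen.

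The LAD lists differ in more places than the DR lists show. Stretches under 10 kb that lie in a LAD of a single genotype are in neither DR list, and the paper does not report on them. There were 4503 of them in WT LADs, covering 28.9 Mb with a median of 8144 bp, and 3300 in KO LADs, covering 17.4 Mb with a median of 5372 bp. Small shifts of LAD borders between the segmentations would leave short stretches at LAD edges, and 63.0% of all these stretches were at an edge of their LAD (52.6% in WT and 77.1% in KO). Because neither list has a gap shorter than 8001 bp, a short stretch inside a LAD has little room, and the share at an edge is partly set by how the lists were made. Shifted borders and short repositioned stretches therefore cannot be told apart here, and an effect of the genotype on them stays open and untested.

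The longest KO-only DR, 240.2 kb on chromosome 10 from 24952225 to 25192471, is a region the paper does not discuss. It is a whole KO LAD over *Akap7* and *Epb4.1l2*, and the nearest WT LAD was 46.6 kb away. A stretch of assembly gaps or of few *DpnI* fragments would leave it with little data. It held 22.4 GATC sites per 10 kb, against 24.2 over the genome, and 0% undetermined bases, which argues against that explanation. Noise of the single KO profile and an effect of the genotype both stay open, because there is no second KO library pair.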

How the results depend on the processing

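The main results were recomputed under the alternatives set beforehand, which gave 204 values over 35 results. Of these, 136 kept their direction and stayed close to the main value, 66 moved and 2 reversed. The 136 include the values from subtracting the LAD lists with a minimum of 10 kb. That setting returns the deposited DRs with identical borders, so its values could not differ and say nothing about stability. The KO list held more LADs than the WT list under each of these, by 1.58 to 2.00 times, the mean WT LAD stayed longer than the mean KO LAD by 1.46 to 2.02 times, and the PI/IP ratio of chromosome 19, where it has a value, stayed between 4.02 and 14.8. The alternative by a score per region was not run, because the lists carry none, and DRs of at least 50 kb gave no ratio for chromosome 19, where 92 such PI DRs and 0 such IP DRs were left. No paired analysis was possible because each genotype has 1 pooled library pair.

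The reversed result was LAD coverage. KO LADs covered 1.01 times the bases of WT LADs, but 0.991 times with LADs of at least 20 kb and 0.927 times with LADs of at least 50 kb, because short LADs hold more of the KO bases. LADs under 20 kb held 2.13% of the LAD bases in WT and 4.20% in KO, and those of 20 to 50 kb held 4.97% and 10.7%. Those minimum lengths also raised the median LAD by construction, to 70.1 kb in WT and 61.3 kb in KO at 20 kb, and to 146 kb and 122 kb at 50 kb, where 3614 WT and 6761 KO LADs were left with means of 378 and 187 kb. Joining LADs lowers their number and lengthens them by construction. Gaps of up to 10 kb gave a longest KO LAD of 3003 kb. Gaps of up to 20 kb gave 4349 WT LADs (mean 349 kb) and 7841 KO LADs (mean 203 kb, longest 5122.5 kb). Gaps of up to 50 kb gave 2471 WT LADs (mean 639 kb, median 128.9 kb, longest 12748 kb) and 3909 KO LADs (mean 439 kb, median 67.7 kb, longest 12528 kb). Gaps of up to 100 kb, a length chosen after seeing the data, gave 1574 WT LADs (mean 1042 kb, median 307 kb, longest 19393.5 kb) and 2152 KO LADs (mean 853 kb, median 128.6 kb, longest 22138 kb), or 1.37 KO LADs per WT LAD, and a mean WT LAD 1.22 times as long as the mean KO LAD.

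Without a minimum length there were 12290 PI DRs and 11508 IP DRs. PI DRs then outnumbered IP DRs, unlike in the main lists, but covered fewer bases (189.6 against 207.5 Mb). At 20 kb, 2646 PI DRs (90.8 Mb, mean 34.3 kb, median 28.8 kb) and 3529 IP DRs (124 Mb, mean 35.3 kb, median 29.4 kb) were left, and at 50 kb, 332 PI DRs (23.2 Mb, mean 69.9 kb, median 61.8 kb) and 475 IP DRs (33.5 Mb, mean 70.5 kb, median 62.4 kb). Subtracting LADs joined across 20 kb gave 3882 PI DRs (mean 32.5 kb, median 26.9 kb). It gave 6000 IP DRs (mean 32.8 kb, median 24.4 kb), the longest of 397 kb. A LAD of the other genotype was more than 1 kb away from 12.3% of PI and 51.7% of IP DRs, and more than 50 kb away from 2.56% and 33.2%.

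On chromosome 19 the ratio was 14.8 with DRs of at least 20 kb and 4.02 by DR numbers. The share of WT LAD bases lost was 56.1% after joining across 20 kb, 68.3% with LADs of at least 20 kb, and 58.4% when only stretches of at least 10 kb counted as lost. All of these counted as moved, because the interval for this share took single bases as trials and was very narrow. KO LADs inside a single WT LAD were 47.0% when 90% of the LAD had to be inside, 46.1% with LADs of at least 20 kb, and 27.3% after joining across 20 kb; the cause was not tested.

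The number of genes followed the overlap asked for. At 50% of the span there were 498 PI, 1687 IP and 0 AMB genes, by the transcription start only 498 PI and 0 AMB genes with 5.38 IP genes for each PI gene, and over the 100 kb centered on the gene 2172 PI, 6062 IP and 1356 AMB genes. At 10% there were 263 AMB genes, and with DRs of any length 1078. A single position cannot be AMB, which is by construction. For the 92 named genes, the balance of IP over PI bases, in percent of the span, fell to 0 in 5 at 10% of the span, in 34 at 50%, in 34 by the transcription start and in 3 over 100 kb, where it moved off 0 in 12. With DRs of any length it kept its sign in all 92, although some PI genes of Table 3 became AMB. It changed sign by the transcription start for *Atp6v0d2* and *Prune2* (100% for both), and over 100 kb for *Ces1g* (-0.361%), *Entpd1* (-14.0%), *Pip5k1b* (-16.6%) and *Cyp2c54* (-41.8%). The transcription starts of the first pair lie in KO-only DRs. The window takes in WT-only DRs beside *Ces1g* and *Cyp2c54*, whereas *Entpd1* and *Pip5k1b* are longer than the window, which leaves out KO-only bases inside them.

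Depth limits the placement of borders. With 5.27 usable reads per *DpnI* fragment in KO against 9.85 in WT, by the paper's read numbers over both libraries of a genotype, DRs near the 10 kb minimum and calls that rest on a few kb at a LAD border are the least certain, and the lists hold no reads with which to check them.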

Differences from the paper's values

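The number of PP genes was 4011 here, and the paper's is about 1900 in Fig. 1G, read by eye. None of the alternatives set before the data were examined closed the gap, since they gave between 3346 and 5902 PP genes. The paper counts genes of an expression array and the value here counts protein-coding genes of the annotation. For the 1994 genes in the copy of Supplementary Table 1 used here, the paper's class and the class from the lists were the same.

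Some genes had another position than the paper states. The positions here rest on the LAD and DR lists, and the DamID traces that the paper shows for some of these genes are not analysed here. *Mgmt*, which the paper calls PP, was PI with 7.58% of its span in a WT-only DR, and no setting gave PP. *Nsdhl*, which the paper calls IP, was II, with a KO LAD beginning 100 bp past its 3′ end; the 100 kb centered on the gene gave AMB, and no setting gave IP. The paper places a LAD near the first exon of *Irs2* in the KO, where the nearest KO LAD was 127 kb away and no setting gave IP. *Nfkb1* differs in part. The paper's text shows its promoter repositioning in a trace and says that the DR algorithm missed it, and the lists likewise hold no DR there. The figure legend, however, names a small DR at the promoter, which the lists do not hold. The gene was II here under every setting, and the nearest KO LAD was 53.4 kb from the transcription start under the main setting.

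*Ces1g*, which the paper calls PI, was IP with 41.3% of its span in a KO-only DR. The lost WT LAD lay 1.31 kb upstream of its transcription start, and no setting gave PI. For *Atp6v0d2*, which the paper calls mostly PI, the call was AMB, and it was PI when 10% of the span was asked for. Its exon 2, which the paper lists as lost from LADs, was in LADs of both genotypes, and exons 4 and 6, which the paper does not list, were in a LAD of WT only. The paper puts a larger part of *Acsl4* at the periphery than the 25.2% found in KO LADs.

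Of the genes of Supplementary Table 3, *Atrnl1*, *Entpd1*, *Pip5k1b* and *Prune2* were AMB where the paper has PI. Asking for 10% of the span gave PI for *Atrnl1* and *Prune2*, and no setting did for *Entpd1* and *Pip5k1b*. The paper has several exons of *Cyp2a4*, *Cyp4a14* and *Cyp2c54* lost from LADs. *Cyp2a4* and *Cyp4a14* touched no LAD, and *Cyp2c54* had 0 exons in a LAD of WT only. *Cyp2a4* and *Cyp4a14* were PI when the 100 kb centered on the gene was counted, and no setting gave PI for *Cyp2c54*.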

Other observations

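The tests of depth, of the *Tm7sf2* region and of a shift of the whole chromosome for chromosome 19, and the tests of the number of KO LADs, were chosen only after the result was seen.

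Chromosome 19, which carries *Tm7sf2* (6062821 to 6068373), lost 60.8% of its WT LAD bases in the KO. The lower depth of the KO libraries applies to every chromosome alike, and the highest PI/IP coverage ratio of another autosome was 1.39, which argues against depth as the cause. Base composition was compared in 10 kb bins of WT LADs. Bins of the other chromosomes matched on GC content lost 11.7% of their WT LAD bases, and the bins of chromosome 19 lost 60.7%. WT LADs of chromosome 19 are short, but LADs of the other chromosomes matched on length lost 16.9%. A shift confined to the region around *Tm7sf2* (flanking DNA of the targeted locus, for example) would fade with distance, yet 60.3% of the WT LAD bases were lost beyond 15 Mb of the gene and 61.8% within. A shift of the KO ratio over the whole of chromosome 19 would put more PI than IP coverage in every part of it, and 7 of the 7 segments of 10 Mb showed that. A normalization factor common to a library would move every chromosome. A change of copy number would cancel in the ratio unless it differed between the Dam-LaminB1 and Dam only libraries of the KO. A move of the whole chromosome away from the NE would look the same in these lists. The paper reports by FISH that *Vldlr*, a gene of this chromosome, moved away from the NE, which is evidence outside the ratio for that locus only. A shift of the ratio that covers chromosome 19 is thus consistent with the data and remains open beside an effect of the genotype, which was not tested.

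The KO list held 7969 more LADs than the WT list. Short gaps that split WT LADs may account for part of this, but joining LADs across gaps of up to 20 kb left 1.80 KO LADs per WT LAD, so such gaps are not the whole cause. Gaps of up to 100 kb left 1.37, so gaps of intermediate length stay open for a larger part, but joining across wide gaps also merges LADs that were never split. Separate KO LADs, net of separate WT LADs, made up 41.3% of the surplus, and the other 58.7% came from KO LADs that overlap a WT LAD, so separate LADs are not the larger part. The KO/WT ratio of LAD numbers lay between 1.67 (chromosome 13) and 2.24 (chromosome 5) over the chromosomes. A noisier profile at lower depth would break LADs on every chromosome, as would a change of LAD structure in every nucleus, and there is 1 library pair per genotype. Depth and genotype therefore cannot be told apart for the number of KO LADs.

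Most KO-only DRs were whole KO LADs, and most WT-only DRs lay inside WT LADs. If noise placed the separate KO LADs at random between WT LADs, their GC content would be that of random placements. The median of the 4287 separate KO LADs was 43.6%. For 100 random placements it was 44.7% (range 44.5% to 44.8%), a difference of -1.09 percentage points, which argues against random placement of all of them. Their median was still nearer to that of random placements than to the 40.2% of stretches in LADs of both genotypes. That 40.2%, and the 43.3% of stretches outside LADs of both, are medians over whole stretches of at least 10 kb. They are not matched in length to the KO LADs, so they are only a rough guide. A median cannot exclude random placement of part of the separate KO LADs, which stays open. The 5048 WT-only DRs inside a WT LAD had a median GC content of 39.2%, against 39.5% for random placements in the same LADs (39.4% to 39.6%), a difference of -0.229. Gaps placed at random would give no difference, and the shift was away from the 43.3% of stretches outside LADs of both genotypes. Noise that depends on base composition was not tested, and the genotype stays open as an untested explanation.

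The receptor gene families were looked at only after the gene classes had been seen. Olfactory receptor genes (1113) and vomeronasal receptor genes (328) were found mostly in LADs of both genotypes. Of them, 920 and 278 were PP, which is 22.9% and 6.93% of all PP genes. Among the olfactory receptor genes 107 were PI and 13 IP beside the 920 PP, whereas over all genes 1215 were PI, 3826 IP and 4011 PP. Most olfactory receptor genes already lay in WT LADs, which left little room for IP calls. The excess of PI over IP among them therefore does not show that they left LADs more often than other LAD genes.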
